# Comparative and Functional Analysis of miRNAs and mRNAs Involved in Muscle Fiber Hypertrophy of Juvenile and Adult Goats

**DOI:** 10.3390/genes14020315

**Published:** 2023-01-25

**Authors:** Sanbao Zhang, Qiongwen Zhang, Lili Yang, Xiaotong Gao, Ting Chen, Tianbao Li, Wenyue Sun, Yufan Liu, Zihua Zheng, Yan Pan, Yingming Wei, Yanna Huang, Mingsheng Jiang, Qinyang Jiang

**Keywords:** miRNA, mRNA, muscle fiber, hypertrophy, goat

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that post-transcriptionally regulate several pathway intermediates and affect the skeletal muscle development in mice, pigs, sheep, and cattle. However, to date, only a small number of miRNAs have been reported in the muscle development of goats. In this report, the *longissimus dorsi* transcripts of one- and ten-month-old goats were analyzed by sequencing RNAs and miRNAs. The results showed that the ten-month-old Longlin goats had 327 up- and 419 down-regulated differentially expressed genes (DEGs) compared with the one-month-old. In addition, 20 co-up-regulated and 55 co-down-regulated miRNAs involved in the muscle fiber hypertrophy of goats were identified in ten-month-old Longlin and Nubian goats compared with one-month-old. Five miRNA–mRNA pairs (*chi-let-7b-3p-MIRLET7A*, *chi-miR193b-3p-MMP14*, *chi-miR-355-5p-DGAT2*, *novel_128-LOC102178119*, *novel_140-SOD3*) involved in the goat skeletal muscle development were identified by miRNA–mRNA negative correlation network analysis. Our results provided new insight into the functional roles of goat muscle-associated miRNAs, allowing a deeper understanding of the transformation of miRNA roles during mammalian muscle development.

## 1. Introduction

As a critical agricultural economic animal, the goat (*Capra hircus*) critically contributes to meat, milk, and fiber production [1]. Goat meat has no religious restrictions, which is one of the most freely and widely consumed red meats in parts of Africa, the Middle East, Asia, and the Hispanic population across the USA [2]. Compared to meat from other domestic animals, goat meat contains higher protein content but lower cholesterol and fat content, and it has unique flavors and solid nutritional value [3], garnering increasing attention as a viable source of meat. The *longissimus dorsi* is the most significant part of the ridge of the spine that it has high economic relevance for fresh meat production [4]. It is composed of terminally differentiated multinuclear, postmitotic myofibers [5]. The number and volume of muscle fibers directly affect the skeletal muscle development [6]. However, the number of muscle fibers remains constant after birth [7]. After the birth of mammals, skeletal muscle tissue growth mainly depends on the circumference and length of the muscle fibers [8]. Understanding molecular mechanisms underlying skeletal muscle growth and development is critical for future commercial meat outputs, especially the volume of myofibers. Genetic and environmental factors control skeletal muscle growth and development. 

MiRNAs are single-stranded and non-coding RNAs consisting of 21–25 nucleotides (nts). They form a class of endogenous regulatory factors implicated in structural gene expression, primarily at the post-transcriptional level. The miRNAs regulate essential cellular processes, including cell proliferation, differentiation, and apoptosis [9]. Many reports have identified how miRNAs involve in skeletal muscle genesis, myoblast proliferation, differentiation, and apoptosis in vivo and in vitro. For example, *miRNA-27b-3p* regulate myoblast proliferation and differentiation in chicken by targeting the myostatin gene [10]. *MiR-543* targets *KLF* to regulate myoblast proliferation and differentiation of C2C12 cells [11]. *MiRNA-152* targets *UCP3* to promote slow-twitch myofiber formation in pigs [12]. *MiR-1* initiates muscle development by inhibiting the expression of *HDAC4* in goats [13]. *MiR-365-3p* inhibits proliferation but promotes the differentiation of bovine myoblasts [14]. MiRNAs are essential for analyzing genetic mechanisms underlying skeletal muscle growth and development in pigs, chickens, sheep, and cattle.

Nubian goats, a popular commercialized breed, exhibit high feed efficiency and a fast growth rate, which are common in the hot and humid environment of South China [15]. In the past decades, high meat yields have led to the continuous import of Nubian goats into China, widely used to improve the meat yield of other goat breeds. The Longlin goat is reared in *Guangxi Zhuang Autonomous Region* in southern China. Its unique characteristics include rapid growth and delicious taste, the slight smell of mutton, and excellent meat-producing efficiency [16]. Nubian and Longlin goats share the characteristic of rapid growth; Longlin represents local varieties while Nubian represents introduced breeds. Their bodies can reach maturity at ten months, making them suitable for studying muscle fiber hypertrophy.

This study conducted a high-throughput sequencing strategy to identify *longissimus dorsi* muscle fiber hypertrophy-related mRNAs and miRNAs among the Nubian and Lonlin goats. These findings revealed the molecular underpinnings of miRNAs and the underlying mechanisms operating at different stages of goat skeletal muscle development to provide novel insights for molecular goat breeding.

## 2. Materials and Methods

This study followed strictly the animal ethical standards and regulations of the College of Animal Science and Technology, Guangxi University (approval number 2021-001). 

### 2.1. Experimental Animals and Sample Collection

Twelve healthy rams were selected for the investigation at the *Guangxi Lvshijie Agricultural investment co. Ltd. in Nanning County, Guangxi Zhuang Autonomous Region, China,* including six Nubian rams (three one-month-old and three ten-month-old) and six Longlin rams (three one-month-old and three ten-month-old). They were fasted for 24 h and then slaughtered. The *longissimus dorsi* were collected as experimental samples. After collection, the samples were subjected to three PBS washes. One group of samples was snap-frozen in liquid nitrogen and then stored at −80 °C before RNA isolation. In addition, the *longissimus dorsi* mass (1 cm × 1 cm × 1.5 cm) was quickly put into the constant cold slicer, sliced at −20 °C, with a thickness of 8 mm. The slices were dried at room temperature for 30 min, followed by hematoxylin-eosin (H&E) staining and Adenosine Triphosphatase (ATPase) Staining. 

### 2.2. Paraffin Section and H&E Staining

H&E staining was performed by the conventional staining method. Briefly, with about 4 min of hematoxylin staining followed by 0.5% eosin staining for 3 min. Images were acquired by an inverted fluorescent microscope (ZEISS, Germany) with 20× objective lens (200× magnification), and the skeletal muscle fiber diameter was measured by Image J software (National Institutes of Health, Bethesda, MD, USA). 

### 2.3. ATPase Staining 

After the drying of frozen sections were labeled with a histochemical pen, and a pH 10.4 and 9.4 incubation solution was added and incubated for 5 min and 30 min subsequently at room temperature, respectively. After pouring off the incubation solution, the sections were directly soaked into CaCL2 solutions for 2 min. Then, the sections were directly immersed in cobalt nitrate solution for 5 min and drip dyeing 1% ammonium sulfide solution for 30 s. Images were acquired by inverted fluorescent microscope (ZEISS, Germany) with 20× objective lens (200× magnification) after cleaning by water for 20 s, and the skeletal muscle fiber diameter was measured by Image J software (National Institutes of Health, Bethesda, MD, USA). 

### 2.4. RNA Isolation, Library Preparation, and Sequencing

Total RNA was extracted using the TRIzol Reagent (Invitrogen Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions. Then, mRNA and miRNA libraries construction by TruSeq Stranded mRNA LT sample preparation kit (Illumina, San Diego, CA, USA) and TruSeq Small RNA Sample Prep Kit Illumina (San Diego, CA, USA), respectively. Novogene Bioinformatics Institute (Novogene, Beijing, China) performed the miRNA and mRNA omics-based sequencing. 

### 2.5. Sequencing Quality Control and Expression Analysis

Quality control of all the raw sequencing reads was controlled by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 13 August 2022)). Then, the clean reads were aligned to the goat genome (*Capra hircus ARS1.2*) [17] by HISAT2 (v2.2.1). The rRNAs, tRNAs, snRNAs, and snoRNAs in the matched sequences were filtered out by Rfam (https://rfam.sanger.ac.uk/ (accessed on 22 August 2022)). Then, conserved miRNAs were identified by the remaining reads were aligned to the miRNA precursors in goats of miRBase database. Further, candidate novel miRNAs were predicted by the unannotated sRNA reads, which were annotated with MIREAP software (http://sourceforge.net/projects/mireap (accessed on 27 August 2022)). The miRNA expression was normalized by transcripts per million (TPM) method: normalized expression = (actual miRNA sequencing read count/total miRNA reads count) × 1,000,000. 

### 2.6. Analysis of DEMs and DEGs 

Differential expression analysis of mRNAs and miRNAs was utilized by a DESeq2 R package (version 3.14.0) [18] with an absolute value of log_2_ fold change (log_2_FC) > 1.0 and *p*-value < 0.05.

### 2.7. Target Gene Prediction for DEMs

PITA, miRanda, and RNAhybrid software intersecting were used to predict miRNA–mRNA interaction networks to better understand how miRNAs bind to mRNAs. Briefly, the target gene prediction was performed through the combination of Miranda (http://www.microrna.org/microrna/ (accessed on 5 September 2022)) using a score ≥ 150, energy ≤ 20, and RNAhybrid with energy ≤ 25.

### 2.8. Gene Oncology and KEGG Analyses

The present study used hypergeometric distribution to screen for significantly enriched Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways by the DEGs and DEMs target genes. GO is an international standard classification system for gene function (http://www.geneontology.org/ (accessed on 13 September 2022)) and can be divided into three major components: molecular function, cellular component, and biological process. KEGG is the central public database that curates pathways involved in biological systems. The most important metabolic pathways and signaling pathways related to the DEGs were determined by analyzing the significant enrichment pathways and applying a hypergeometric test. This analysis was necessary to further understand the biological function of the genes of interest.

### 2.9. Quantitative Reverse Transcription PCR (RT-qPCR)

Total RNA was extracted from *longissimus dorsi* using RNAiso Plus (Takara, Japan) according to the manufacturer’s instructions. For cDNA synthesis, 2 μg of RNA was used through reverse transcription using PrimeScript RT Master Mix (Takara, Japan). Quantitative real-time polymerase chain reaction was performed in triplicate in a 96-well plate using 1 μl of cDNA and SYBR Green PCR mix (Bio-Rad) on a CFX96 Real-Time PCR System (Takara, Japan). The primer sequences of these miRNAs are listed (Table S5). Expression of beta-actin was used to normalize gene expression. By convention, changes in expression were determined using 2^−ΔΔct^ method.

### 2.10. Statistical Analysis

Data from the study were subjected to one-way analysis of variance using SPSS 20.0, and significant means were compared using Duncan’s multiple range tests of the same software at 5% significance level. Results are presented as mean ± standard error of mean.

## 3. Results

### 3.1. Muscle Fiber Enlargement-Based Characterization of the Skeletal Muscle of Adult Goats

ATPase and H&E staining were performed on the *longissimus dorsi* of ten-month-old and one-month-old Longlin goats to observe the changes in muscle fiber types during the development of goat skeletal muscle, which revealed no significant differences (*p* = 0.0810) (Figure 1A,B). However, the average diameters of fibers for the *longissimus dorsi* of a ten-month-old were significantly bigger than a one-month-old Longlin goat (Figure 1C).

### 3.2. Global mRNA Expression Patterns of Longissimus Dorsi of Longlin Goat

We then analyzed transcriptomic differences by RNA-seq to investigate mRNA expression changes of *longissimus dorsi* between ten-month-old and one-month-old Longlin goats. The quality assessment of the sequencing data was summarized in Table S1. Then, the clean reads were mapped to the *Capra hircus* genome (Table S2). A heat map of Pearson correlation between samples showed the cluster analysis of the one- and ten-month-old goats (Figure S1) and indicated the reproducibility of sequencing samples are high. Genes were defined as differentially expressed (DE) when the *p* value was <0.05 (p_adj_ < 0.05) and |log_2_foldchange| > 1.0. As shown in Figure 2A, the ten-month-old Longlin goat expressed 746 DEGs (327 up- and 419 down-regulated DEGs) compared with the one-month-old group. 

GO and KEGG were used to explore the biological functions of all DEGs. Representative enriched GO terms and KEGG enrichment pathways for DEGs are shown in Figure 2B,C. The functions enriched for up-regulated genes included “fat cell differentiation”, “regulation of lipid metabolic process”, “regulation of small molecule metabolic process”, “small molecule biosynthetic process”, “transcriptional regulation of white adipocyte differentiation” terms, and “*PPAR* signaling pathway (e.g., *ADIPOQ*, *PPARD*, *FABP5*)” and “regulation of lipolysis in adipocytes (e.g., *CIDEC*, *ADRB2*, *PLIN1*)” pathways. Further, the downregulated genes showed the enrichment of the “mitotic cell cycle process”, “muscle structure development”, “striated muscle contraction”, “skeletal system development” terms, and “PI3K-Akt signaling pathway (e.g., *FGFR4*, *IGF2*, *CHAD*)” and “Apelin signaling pathway (e.g., *NOTCH3*, *MYL4*, *APLNR*)” pathways. These results implied that the process of skeletal muscle development from one- to ten-month-old will be accompanied by lipid metabolism, weakening the proliferation ability of skeletal muscle cells.

Next, seven randomly selected mRNAs were measured by RT-qPCR. Comparison of RT-qPCR and RNA-Seq data showed that they have consistent expression trends (Figure 2D) and indicating that the RNA-seq data are reflective of actual changes at the genetic level.

### 3.3. Overview of miRNA Expression Patterns of Longissimus Dorsi of Longlin and Nubian Goats

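Small RNA was sequenced from the longissimus dorsi, a muscle of the back, of Longlin goats, a native Chinese breed, and Nubian goats, an introduced breed. Each breed was sampled at 1 and 10 months of age, with 3 goats in each of the 4 groups. The authors matched the filtered reads to goat miRNAs of miRBase, predicted further miRNAs with MIREAP, and deposited the number of reads counted on each miRNA in each library without normalization. They also deposited TPM, the count divided by the library's total miRNA count and multiplied by 1000000. The total count per library ranged from 7002417 to 8968551 (median 8154020) in the Longlin libraries labelled one-month-old and from 8106049 to 10954707 (median 10949051) in those labelled ten-month-old. In Nubian goats it ranged from 8746439 to 10546016 (median 10521301) with the one-month-old label and from 7851757 to 11350546 (median 9400955) with the ten-month-old label. Reads were counted without molecular identifiers, so intervals and limits from these totals cover counting error only. The values use these totals, which hold miRNA reads only, and not the raw or clean reads of Table S3. The counts were scaled by edgeR's TMM method, and the 2 ages were compared within each breed by edgeR's quasi-likelihood test over the miRNAs with at least 10 counts in at least 3 of the 6 libraries. As in the paper, a DEM needed an absolute log2 fold change over 1, and the p-value under 0.05 was the Benjamini-Hochberg adjusted one. The age names in the deposited tables differ. For 500 of 500 miRNAs in each breed, the mean that the authors' deposited comparison table gives for the ten-month-old goats equals the DESeq2-normalized mean of the 3 libraries labelled one-month-old in the table of counts, and the reverse. The tables do not show which naming holds. The paper reports that RT-qPCR gave the pattern of its sequencing, which goes with the naming of the comparison tables. The RT-qPCR values were not analysed here. The libraries are therefore called by their labels in the table of counts, and fold changes compare libraries labelled ten-month-old with libraries labelled one-month-old, so that values in the authors' direction have the opposite sign.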

We constructed 12 small RNA libraries for six domestic native goat breeds (Longlin goat) and six introduced goat breeds (Nubian goat) to obtain the miRNA expression characteristic related to muscle fiber hypertrophy of *Longissimus dorsi*. The libraries were generated in 12 small RNA libraries ranging from 11793428 to 23368197, with an average of 16766641 raw reads. Then, removing adaptor sequences and low-quality reads to obtain clean reads from each library, average 16429930 (Table S3), and successfully mapped to the reference genome sequence of *Capra hircus*. The percentage of goat clean reads in each RNA-seq library is more than 95%. The length distribution of all clean reads was summarized, and they found that in 12 samples, the length of most clean reads obtained were 22–24 nts, with 22 nts lengths being the most common (Figure 3A), previous corroborating findings.

MiRNAs represent the percentage of nucleic acids in Figure 3B; 92.15–96.16% of the sRNA was mapped to the reference sequence of sRNA libraries (Table S4). Subsequently, the annotated sRNAs varying from 18 to 35 nts were divided into several categories: known miRNA (average 63.43%), intro (+ and-link, average 0.74%), exon (+ and-link, average 0.56%), rRNA (average 2.26%), snoRNA (average 0.57%), novel miRNA (average 0.02%), snRNA (average 0.02%), and others (average 31.15%). The known miRNAs accounted is the highest among them. 

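In the table of counts, known miRNAs took 24120712 counts over the 3 Longlin libraries labelled one-month-old and 29985860 over the 3 labelled ten-month-old, against 4276 and 23947 counts of the miRNAs predicted with MIREAP. The Nubian libraries had 29807694 and 28596190 counts of known miRNAs and 6062 and 7068 counts of predicted miRNAs. Divided by the clean reads of Table S3, the known miRNA count was on average 57.5% of a library's clean reads, from 49.4% to 64.4% over the 12 libraries. It came to between 86.3% and 93.3% of the number of reads that the paper's clean reads and known miRNA share in Table S4 give for the same library. The paper describes that share for annotated small RNAs within a length range and not for clean reads. The bases may therefore differ, which can account for part of the shortfall. The predicted miRNAs took 0.0178% ± 0.0013 of the counts (SD, n = 3) in the Longlin libraries labelled one-month-old and 0.0776% ± 0.0216 (SD, n = 3) in those labelled ten-month-old. The ranges of these groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In Nubian goats the share was 0.0207% ± 0.0064 and 0.0241% ± 0.0049 (SD, n = 3), a difference smaller than the spread between the libraries.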

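The table of counts lists 500 miRNAs, and 410 known and 90 predicted miRNAs had at least 1 count in any of the 12 libraries. With at least 10 counts in at least 3 libraries, 301 known and 30 predicted miRNAs remained. At least 1 count in every library was found for 283 known and 23 predicted miRNAs. The number of miRNAs with a count was 383 ± 15.6 (SD, n = 3) in the Longlin libraries labelled one-month-old and 433 ± 12.6 in those labelled ten-month-old. It was 394 ± 3.6 and 402 ± 8.5 (SD, n = 3) in the Nubian libraries of these labels.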

BLASTN analysis with *Capra hircus* miRNAs by miRBase 20.0 showed that 410 known and 90 novel goat miRNAs were identified (Table S4). Because of the specificity of the cleavage site, the first base of the miRNA mature sequence had a strong bias. Our results showed that the primary base preference was for U, but miRNAs of 26 nt lengths highly preferred A. A heat map of Pearson correlation between samples showed the cluster analysis of the one-month-old and ten-month-old Nubian and Longlin goats (Figure S2). These data validated the experiment’s reliability, which showed a high correlation within samples at each stage, confirming the reliability between the samples at the same stage. 

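The squared Pearson correlation across the 500 miRNAs, on log2(TPM + 1), was on average 0.983 (0.978 to 0.988) over the 3 pairs of Longlin libraries labelled one-month-old and 0.985 (0.983 to 0.988) over the 3 pairs labelled ten-month-old. Over the 9 pairs of Longlin libraries with different age labels it was 0.837 (0.781 to 0.882). In Nubian goats it was 0.952 (0.942 to 0.968) with the one-month-old label, 0.973 (0.971 to 0.977) with the ten-month-old label, and 0.889 (0.839 to 0.953) between the labels. The Nubian library labelled one-month-old, replicate 2, had a mean squared correlation of 0.944 with the other libraries of its label and 0.946 with the libraries labelled ten-month-old. For replicates 1 and 3 of that label these values were 0.957 and 0.860, and 0.955 and 0.862. Pairs of libraries of different breeds had a mean of 0.968 with the one-month-old label and 0.954 with the ten-month-old label. The correlation runs across miRNAs, which are not independent replicates. Without the logarithm, where a few abundant miRNAs set the value, the mean between the age labels was 0.930 in Longlin goats and 0.983 in Nubian goats. Within each group no library was a copy of another, since the chi-square of the counts per degree of freedom was at least 449.8 for every pair of libraries of the same group. Pairs from different groups were not compared in this way.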

### 3.4. Differential Levels of miRNAs Expressed in Different Breeds and Age of Goats

We then used TPM to normalize expression levels of known and novel miRNAs by detecting them by the density distribution of TPM in each sample. 

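The deposited TPM equals the count divided by the library total and multiplied by 1000000, with a largest difference of 4.6e-05. A few miRNAs took most of it. The 10 most abundant miRNAs held between 78.9% and 91.5% of the counts of a library. The muscle-specific chi-miR-1 had the highest mean, with 575688 ± 9083 TPM (SD, n = 3) in the Longlin libraries labelled one-month-old and 391463 ± 78966 in those labelled ten-month-old. In the Nubian libraries it had 528546 ± 84193 and 573270.4 ± 47873 TPM (SD, n = 3). Its lowest share was 31.0% (95% Wilson interval 30.9% to 31.0%) in the Longlin library labelled ten-month-old, replicate 1, and its highest 61.0% (61.0% to 61.1%) in the Nubian library labelled one-month-old, replicate 3. The next 4 by mean were chi-miR-143-3p, chi-miR-206, chi-miR-26a-5p and chi-miR-10b-5p. A TPM is a share of the total, so a fall of chi-miR-1 raises the TPM of the other miRNAs. When the total count replaced the TMM scaling, the median log2 fold change over all miRNAs tested in Longlin goats moved from -0.01 to 0.79.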

Based on the volcano plots, among which 179 significant DEMs in ten-month-old Longlin goat (including 66 up-regulated and 113 down-regulated miRNAs) were identified compared with one-month-old Longlin goat (Figure 4A) and 83 significant DEMs in ten-month-old Nubian goat (including 26 up-regulated and 57 down-regulated miRNAs) compared with one-month-old Nubian goat (Figure 4B, Table S6). 

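In Longlin goats 314 miRNAs were tested and 159 were DEMs, of which 98 were higher and 61 lower in the libraries labelled ten-month-old. In the authors' direction these are 61 up-regulated and 98 down-regulated miRNAs. In Nubian goats 295 miRNAs were tested and 35 were DEMs, with 20 higher and 15 lower, or 15 up-regulated and 20 down-regulated in the authors' direction. The groups of all DEMs were separated, meaning that every library of one label lay above every library of the other. This held for 212 of the miRNAs tested in Longlin goats (67.5%) and 135 in Nubian goats (45.8%), where chance gives 10%. Of the DEMs, 61.6% were higher in Longlin goats with the TMM scaling and 84.1% with total counts, which gave 132 higher and 25 lower DEMs. In Nubian goats 57.1% were higher with TMM, 71.0% with DESeq2's size factors in edgeR, 72.4% with total counts less the 10 most abundant miRNAs and 89.5% with total counts. The number of Nubian DEMs rested on single libraries. Without the library labelled one-month-old, replicate 2, 64 miRNAs were higher and 33 lower. Without the library labelled one-month-old, replicate 1, 4 were higher and 0 lower (43 and 27 at an unadjusted p under 0.05), and without any other Nubian library there were 0 DEMs (30 to 42 higher and 22 to 32 lower at an unadjusted p under 0.05). With DESeq2, the tool the paper names, in place of edgeR, 108 miRNAs were higher and 63 lower in Longlin goats, and 57 were higher and 23 lower in Nubian goats. Among the largest increases in Longlin goats was chi-miR-410-3p, with 1.55 ± 1.14 CPM (SD, n = 3) in the libraries labelled one-month-old and 309 ± 85.2 in those labelled ten-month-old, a log2 fold change of 7.53 (standard error 0.48, adjusted p = 2.2e-06 from edgeR's quasi-likelihood test). The largest fitted change was that of chi-miR-3955-3p, which had 0 counts in the 3 libraries labelled one-month-old and was at least 6.75-fold higher in the others. The largest decrease was that of chi-miR-223-3p, from 8.73 ± 3.35 to 0.623 ± 0.016 CPM (SD, n = 3; adjusted p = 3.7e-05 from edgeR's test), followed by chi-miR-208b at -3.72. In Nubian goats chi-miR-376a had 0 counts in the libraries labelled one-month-old and was at least 13.3-fold higher in those labelled ten-month-old. The largest Nubian decrease was that of chi-miR-208b (log2 fold change -2.89, standard error 0.55, adjusted p = 0.030 from edgeR's test). The Nubian call of chi-miR-208b was lost in 5 of the 6 fits that each left out a library, and that of chi-miR-376a in 4 of them, without the library labelled one-month-old, replicate 3, and without each library labelled ten-month-old, where it had too few counts to be tested.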

We also compared the common DEMs of Chinese natives (Longlin goat) and introduced breeds (Nubian goat) at different stages. 

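One fit over all 12 libraries, with breed as an additive term, tested 331 miRNAs and gave 96 higher and 41 lower in the libraries labelled ten-month-old. Among these, chi-miR-381 had a log2 fold change of 6.57 (standard error 0.71, adjusted p = 2.9e-05 from edgeR's quasi-likelihood test). The alternative that moved the number of higher miRNAs most kept only miRNAs with at least 10 counts in every library and gave 42. The number of lower miRNAs ran from 28 with total counts to 57 with no filter. A difference of the age effect between the breeds was tested as the interaction of breed and age. It gave 0 miRNAs with an adjusted p under 0.05, and 37 at an unadjusted p under 0.05, with 12 more and 25 less positive in Nubian goats. The smallest p was that of chi-miR-29c-5p, whose log2 fold change was -3.48 (standard error 0.24) in Longlin goats and -1.06 (standard error 0.36) in Nubian goats. The difference was 2.20 (standard error 0.45, adjusted p = 0.12 from edgeR's interaction test). It had an adjusted p under 0.05 with DESeq2, with DESeq2's size factors in edgeR, with total counts less the most abundant miRNAs and with no filter on low counts, and in 7 of the 12 edgeR fits that each left out a library. Without the Nubian library labelled one-month-old, replicate 3, the difference was 2.74. For chi-miR-223-3p the difference was 3.11 (standard error 0.74, adjusted p = 0.21 from edgeR's interaction test). Its adjusted p was under 0.05 with DESeq2 (3.34) and without the Nubian library labelled ten-month-old, replicate 3 (3.76).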

Seventy-five overlapped DEMs (including 20 co-up-regulated and 55 co-down-regulated DEMs) were founded (Figure 4C,D). 

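Of the 285 miRNAs tested in both breeds, 19 were higher in the libraries labelled ten-month-old of both breeds and 13 were lower in both, which in the authors' direction are 13 co-up-regulated and 19 co-down-regulated DEMs. Lists of these sizes drawn independently would share 5.68 and 3.21 miRNAs (one-sided Fisher's exact test, p = 1.2e-10 and p = 4.8e-08). The test takes miRNAs as independent, which they are not, so its p-values can be too small. Of the 20 higher Nubian DEMs, 12 lie in the DLK1-DIO3 region described below. The estimated correlation of that region's miRNAs was 0.441 in Longlin and 0.735 in Nubian goats. No miRNA was higher in one breed and lower in the other, where 4.26 and 4.28 would be shared by chance. Of the 35 Nubian DEMs, 32 were DEMs of the same direction in Longlin goats. The breeds share no library, so the overlap is not raised by a common control. Without the Nubian library labelled one-month-old, replicate 2, 62 miRNAs were shared higher and 27 lower. Without any other Nubian library, 0 to 4 were shared higher and 0 lower. Across the 285 miRNAs, which are not independent replicates, the log2 fold changes of the breeds had a Pearson r of 0.880 and a Spearman rho of 0.842, and 243 had the same sign. Of the 142 Longlin DEMs tested in Nubian goats, 137 changed in the same direction and 132 changed less. Since they were selected by their change in Longlin goats, the latter number does not decide whether the Nubian change is smaller. The slope of the Nubian on the Longlin log2 fold changes was 0.661. It was 0.921 without the Nubian library labelled one-month-old, replicate 2, and 0.574 to 0.696 without any other library. The paper states that the DEMs shared by both breeds are involved in muscle fiber hypertrophy, and that the use of a native and an introduced breed excludes breed specificity.

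**Figure D1:**
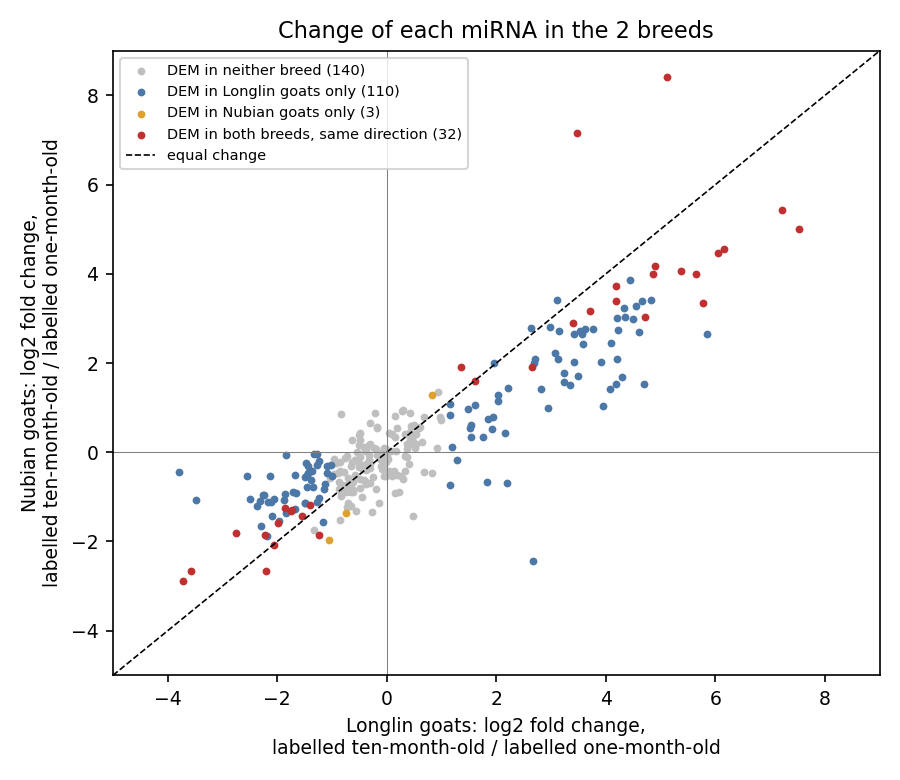
Log2 fold change of each of the 285 miRNAs tested in both breeds, libraries labelled ten-month-old over libraries labelled one-month-old, in Longlin goats (x axis) and Nubian goats (y axis). Each point is 1 miRNA, and the 32 DEMs of both breeds lie in the upper right and the lower left. Most points lie nearer to 0 on the y axis than the dashed line of equal change. The 2 points highest on the y axis, chi-miR-376a and chi-miR-329a-3p, had 0 counts in the Nubian libraries labelled one-month-old, so their height depends on the fit.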

### 3.5. Target Prediction for DEMs, GO, and KEGG Analyses

The miRNA regulates biological processes by binding and interacting with targets. RNAhybrid, PITA, and miRanda software were used to predict target genes for both known and novel miRNAs; 183 and 107 target genes were predicted by co-up-regulated DEMs and co-down-regulated DEMs, respectively. 

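The authors' deposited table pairs miRNAs with the transcripts predicted as their targets. All transcripts in it could be matched to a gene symbol. The 13 up-regulated miRNAs of Table S6 had 182 pairs with 170 transcripts of 131 genes, and 117 of the genes were not miRNA precursors. For the 55 down-regulated miRNAs of Table S6, 34 had a predicted target, with 106 pairs, 96 transcripts and 88 genes. When all 20 co-up-regulated miRNAs of the authors' deposited comparison tables were taken, there were 183 pairs, 171 transcripts and 132 genes. The 13 miRNAs that were lower in the libraries labelled ten-month-old of both breeds by edgeR had 55 target genes, and the 19 that were higher had 37. These are predictions from sequence, with no measurement of a target behind them.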

Many DE miRNA–mRNA pairs were identified, and it was found that one mRNA can be targeted and regulated by multiple miRNAs. In contrast, one miRNA can regulate many mRNAs simultaneously.

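The table of predictions holds 5742 pairs of 386 miRNAs with 1936 transcripts of 1563 genes. A miRNA had a median of 4 target genes and at most 149, the largest number belonging to chi-miR-671-5p, and 304 miRNAs had more than 1. A gene had a median of 2 miRNAs and at most 16, the largest number belonging to S100A13, and 1047 genes (67.0%) had more than 1.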

The GO annotation and KEGG pathway analysis were performed to identify functional modules of the DEM target genes by Metascape (http://metascape.org/gp/index.html#/main/step1 (accessed on 23 September 2022)). Terms of “positive regulation of muscle cell differentiation”, “positive regulation of cell migration”, “regulation of smooth muscle cell proliferation”, “response to the hormone”, “negative regulation of cell population proliferation”, “muscle tissue morphogenesis”, and “muscle structure development” were enriched for co-up-regulated DEM target genes. Terms including “negative regulation of the fatty acid metabolic process”, “metabolism of amino acids and derivatives”, “aging”, “regulation of striated muscle cell differentiation”, and “positive regulation of endothelial cell proliferation” were enriched for co-up-regulated DEM target genes (Figure 5A). Interestingly, these target genes did not show enrichment for terms related to muscle growth and development, which may be caused by the relatively few target genes we predicted and the strict prediction conditions.

Further, a joint analysis of the interactions between DE miRNA–mRNA pairs with a negative correlation was performed (Figure 5B–D). Compared with a one-month-old goat, the expression of *chi-let-7b-3p* and *chi-miR-193b-3p* were significantly up-regulated at ten-month, and the expression of *chi-miR-355-5p*, *novel_128*, and *novel_140* was significantly down-regulated at ten-month, identified by miRNA-seq. However, the expression of the corresponding target genes (*DGAT2*, *LOC102178139*, *MIRLET7A*, *MMP14*, *SOD3*) showed opposite regulation in the RNA-seq of the Longlin goat. These results implied that the interactions between miRNA and mRNA might be involved in muscle fiber hypertrophy. 

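In Longlin goats chi-let-7b-3p fell from 10.4 ± 1.5 CPM (SD, n = 3) in the libraries labelled one-month-old to 3.27 ± 0.73 in those labelled ten-month-old, a log2 fold change of -1.68 (standard error 0.32, adjusted p = 0.0011 from edgeR's quasi-likelihood test), or 1.68 in the authors' direction. chi-miR-193b-3p fell from 695 ± 32.1 to 210 ± 1.2 CPM (SD, n = 3), a log2 fold change of -1.73 (standard error 0.19, adjusted p = 3.1e-05 from edgeR's test), or 1.73 in the authors' direction. chi-miR-355-5p as named in the text was not among the miRNAs listed. chi-miR-335-5p, which Table S6 lists, rose from 2.22 ± 1.07 to 21.5 ± 7.3 CPM (SD, n = 3), a log2 fold change of 3.24 (standard error 0.42, adjusted p = 9.1e-05 from edgeR's test), or -3.24 in the authors' direction. novel_128 and novel_140 were at the detection limit in the libraries labelled one-month-old. novel_128 had 1, 2 and 2 counts in these libraries and 133, 127 and 54 in those labelled ten-month-old, and was at least 14.9-fold higher. novel_140 had 1, 0 and 0 counts against 53, 47 and 32 and was at least 6.53-fold higher. In Nubian goats all of these miRNAs changed in the same direction as in Longlin goats. chi-miR-193b-3p (adjusted p = 0.040), novel_128 (adjusted p = 0.035) and novel_140 (adjusted p = 0.040) were DEMs by edgeR, while chi-let-7b-3p (log2 fold change -1.27, adjusted p = 0.061) and chi-miR-335-5p (log2 fold change 1.58, adjusted p = 0.060) were not. Both were DEMs there with DESeq2, at -1.19 and 1.71, and without the Nubian library labelled one-month-old, replicate 2, at -1.36 and 1.93. The Nubian calls of chi-miR-193b-3p, novel_128 and novel_140 were each lost in 5 of the 6 fits that left out a library and held only without this one. Without a library labelled ten-month-old, novel_128 and novel_140 had too few counts to be tested. The Nubian call of chi-miR-193b-3p was also lost with total counts, with total counts less the 10 most abundant miRNAs, with DESeq2's size factors in edgeR and with no filter, and that of novel_140 with no filter and with the replicate block. In Longlin goats the log2 fold changes of chi-let-7b-3p and chi-miR-193b-3p with total counts were -0.92 and -0.92, and neither was then a DEM.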

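All of chi-miR-381, chi-miR-487b-3p, chi-miR-495-3p, chi-miR-136-3p and chi-miR-369-3p lie in the DLK1-DIO3 region, an imprinted region with many miRNAs. On chromosome 21 of the goat assembly ARS1.2, which the paper also used, the precursor of chi-miR-136-3p lies from 65053743 to 65053834, inside the interval of the gene RTL1 (65048890 to 65053914). The precursor of chi-miR-495-3p lies from 65198256 to 65198376, that of chi-miR-381 from 65207961 to 65208088, that of chi-miR-487b-3p from 65208463 to 65208580 and that of chi-miR-369-3p from 65227845 to 65227951. In Longlin goats chi-miR-381 rose from 287 ± 146 CPM (SD, n = 3) in the libraries labelled one-month-old to 42728 ± 5454 in those labelled ten-month-old. Its log2 fold change was 7.22 (standard error 0.49, adjusted p = 2.2e-06 from edgeR's quasi-likelihood test), or -7.22 in the authors' direction. The log2 fold change was 5.76 (standard error 0.43) for chi-miR-495-3p, 5.38 (standard error 0.42) for chi-miR-136-3p, 4.89 (standard error 0.41) for chi-miR-369-3p and 4.85 (standard error 0.36) for chi-miR-487b-3p. Ordered by the size of the log2 fold change among the Longlin DEMs, chi-miR-381 was in place 3, chi-miR-495-3p in place 8, chi-miR-136-3p in place 10, chi-miR-369-3p in place 13 and chi-miR-487b-3p in place 14. In Nubian goats their log2 fold changes lay between 3.34 for chi-miR-495-3p and 5.43 for chi-miR-381, with an adjusted p from edgeR between 0.030 and 0.040. Each call was lost in 4 or 5 of the 6 fits that left out a library. In these fits the log2 fold changes lay between 2.90 for chi-miR-495-3p and 6.73 for chi-miR-381. Of the 55 miRNAs of the region that were tested in Longlin goats, 55 were higher in the libraries labelled ten-month-old, and all were DEMs. In Nubian goats 46 of 46 were higher and 12 were DEMs. The members are correlated and were listed after reading Table S6, so these counts are not independent evidence. The list was tested by camera in limma, with the correlation estimated from the data. Camera gave an adjusted p of 0.153 in Longlin and 0.377 in Nubian goats.

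**Figure D2:**
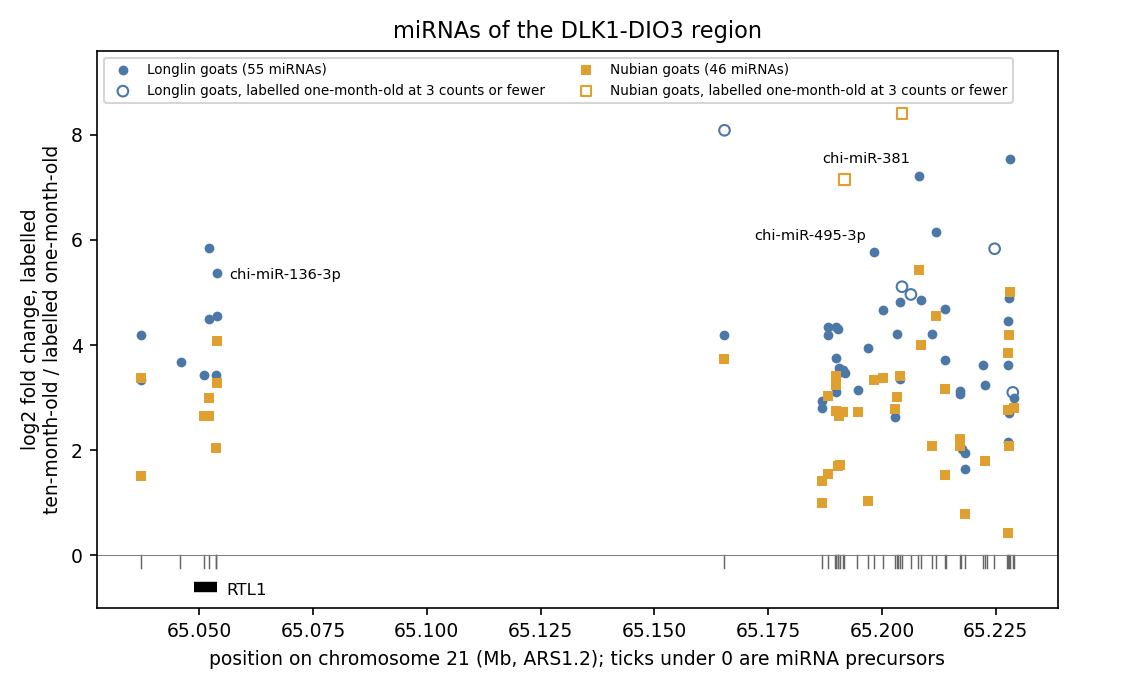
Log2 fold change of the miRNAs of the DLK1-DIO3 region (libraries labelled ten-month-old over libraries labelled one-month-old, y axis) at the position of their precursor on chromosome 21 (Mb, x axis), with 55 miRNAs of Longlin goats as circles and 46 of Nubian goats as squares. All points lie above 0, and open symbols are miRNAs with 3 counts or fewer in each library labelled one-month-old, whose height depends on the fit.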

In our analysis, *chi-miR-381, chi-miR-487b-3p, chi-miR-495-3p, chi-miR-136-3p*, and *chi-miR-369-3p* are the five highest DEM. Then, we randomly selected six other DEMs and validated their expression patterns using RT-qPCR. The results showed that their expression patterns agreed with those from RNA-seq analysis (Figure 5E) and indicated the validity of the RNA-seq data.

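The RT-qPCR values are not analysed here. The sequencing counts behind the remaining miRNAs of Figure 5E are as follows. In Longlin goats chi-miR-3958-3p had a log2 fold change of 4.66 (standard error 0.40), chi-miR-127-3p of 4.49 (standard error 0.41), chi-miR-411a-5p of 4.35 (standard error 0.37) and chi-miR-3959-5p of 3.71 (standard error 0.34) in the libraries labelled ten-month-old. In the authors' direction these are decreases. chi-miR-22-3p fell from 11691 ± 875 to 2506 ± 655 CPM (SD, n = 3), a log2 fold change of -2.22 (standard error 0.25), and chi-miR-1468-5p fell from 265 ± 37.9 to 90.1 ± 13.5 CPM (SD, n = 3), a log2 fold change of -1.55 (standard error 0.23). The adjusted p of these miRNAs from edgeR's quasi-likelihood test lay between 6.1e-06 and 2.0e-04. In Nubian goats all had the same direction. chi-miR-3959-5p, chi-miR-22-3p and chi-miR-1468-5p were DEMs, while chi-miR-3958-3p (adjusted p = 0.053), chi-miR-411a-5p (adjusted p = 0.068) and chi-miR-127-3p (adjusted p = 0.083) were not by edgeR. Without the Nubian library labelled one-month-old, replicate 2, the log2 fold changes of chi-miR-3958-3p, chi-miR-411a-5p and chi-miR-127-3p were 5.09, 4.87 and 5.14, and all 3 were DEMs, as they were with DESeq2. The Nubian calls of chi-miR-3959-5p, chi-miR-22-3p and chi-miR-1468-5p were lost in 5 of the 6 fits that left out a library, all but the one without this library. With total counts chi-miR-1468-5p was not a DEM in either breed, at -0.74 in Longlin and -1.38 in Nubian goats.

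**Figure D3:**
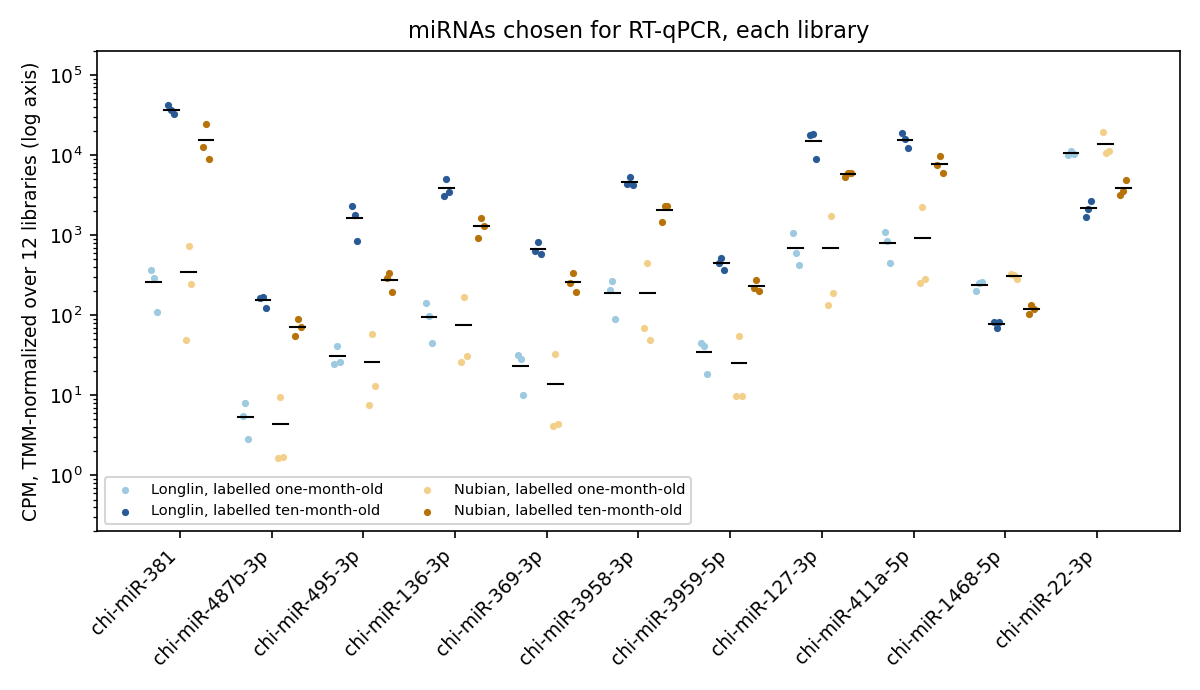
CPM, TMM-normalized over all 12 libraries (log axis), of the 11 miRNAs of Figure 5E in each library. Points are libraries and bars the mean of the 3 libraries of a group, in light colours for the one-month-old label and dark colours for the ten-month-old label. In the miRNAs that are higher with the ten-month-old label, the highest light point of the Nubian goats is replicate 2.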

## 4. Discussion

In recent years, with the development of the national economic level, consumers have been more inclined towards mutton because of its juiciness, functional nutrients, and flavor. Thus, improving the meat yield index becomes an essential part of the breeding of goats. In previous studies, researchers were more interested in muscle development and growth, which involved the expression of some genes, gene polymorphism, and so on. In contrast, some studies focused on the gene expression profiling of skeletal muscle. However, limited information on the expression profiling of miRNAs during the myogenesis of goats is available, and it is inconclusive. In the present study, we selected Longlin and Nubian goats as the representative breeds to detect the differential expression of critical mRNAs and miRNAs in *longissimus dorsi* at different growth stages using high-throughput sequencing specific to muscle development.

Muscle growth involves increased muscle fiber number (hyperplasia) and muscle fiber size (hypertrophy) [19]. However, the number of muscle fibers are fixed during embryonic development [20]. We used goats at one and ten months of age as experimental subjects to analyze mRNA and miRNA expression differences to understand the molecular mechanism of goat muscle fiber hypertrophy. RNA-seq results showed that the ten-month-old Longlin goat expressed 327 up- and 419 down-regulated mRNAs compared with the one-month-old Longlin goat. A functional enrichment analysis for up-regulated genes (*PPARD*, *CIDEC*, *LPL*) showed significant enrichment of biological processes and pathways related to lipid metabolism. Further, the downregulated genes (*NOTCH3*, *MYL10*, *MMP14*, *IGF2BP3*) showed enrichment of the muscle structure development processes and pathways. These results collectively implied that the process of skeletal muscle development from one- to ten-month-old will be accompanied by lipid metabolism and weakened skeletal muscle cells’ weakened proliferation ability.

The miRNAs are short, endogenous, non-coding RNAs, 19-22 nts in length [21]. One- and ten-month-old local representative goat varieties (Longlin) and introduced varieties (Nubian) *longissimus dorsi* were selected as subjects to enhance the accuracy and representativeness of goat muscle fiber hypertrophy-related miRNAs. The present study obtained approximately 99% clean reads from the raw reads in each sample, the percentage of high-quality reads was nearly 100%, and most of the clean reads (92.15–96.16%) matched the *Capra hircus* genome, validating the high quality of our sRNA-seq data. Read length distributions of 12 libraries demonstrated that most sRNAs were 20 to 24 nts long, most of which were 22 nts long. Bases were at most U. These findings corroborated the normal size of miRNAs reported in the previous studies [22]. From this analysis, we established the reliability of the data and analyzed the differences. At the same time, the report applied to two representative goat breeds, Chinese native and introduced goats, excluding the breeds’ specificity, which increased the persuasion and reliability of our data. Seventy-five miRNAs involved in muscle fiber hypertrophy were confirmed to be differentially expressed between Chinese native (Longlin goat) and introduced breeds (Nubian goat). For example, *miR-145* activates *IGF11R/PI3K/AKT* pathway and promotes muscle proliferation and differentiation [23], *miR-195* regulates muscle cell proliferation and differentiation [24], and *miR-17* and *miR-19* cooperatively promote skeletal muscle cell differentiation [25]. 

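In Longlin goats chi-miR-145-3p fell from 82.9 ± 19.9 CPM (SD, n = 3) in the libraries labelled one-month-old to 31.3 ± 5.1 in those labelled ten-month-old, a log2 fold change of -1.40 (standard error 0.26, adjusted p = 8.8e-04 from edgeR's quasi-likelihood test). With total counts as the scaling the log2 fold change was -0.59, and it was not a DEM. In Nubian goats its log2 fold change was -1.18 (standard error 0.29, adjusted p = 0.042 from edgeR's test). This call was lost with total counts, with total counts less the 10 most abundant miRNAs, with DESeq2's size factors in edgeR, with no filter and with the replicate block. It was also lost in 5 of the 6 fits that left out a library, all but the fit without the library labelled one-month-old, replicate 2, at log2 fold changes from -1.25 to -0.98. By edgeR with TMM the other arm, chi-miR-145-5p, did not differ beyond its standard error in Longlin goats (0.15, standard error 0.26) or Nubian goats (0.33, standard error 0.37). Under the alternatives its log2 fold change lay between 0.15 and 0.92 in Longlin goats and between 0.23 and 0.45 in Nubian goats. With a library left out it lay between -0.065 and 0.54 in Longlin goats and between -0.033 and 0.68 in Nubian goats. chi-miR-195-3p had log2 fold changes of -0.65 (standard error 0.26, adjusted p = 0.053) and -0.88 (standard error 0.32, adjusted p = 0.10) in Longlin and Nubian goats by edgeR, and it was not a DEM. The other arm, chi-miR-195-5p, had a log2 fold change of 0.35 (standard error 0.58) in Longlin goats, from -0.070 without the library labelled one-month-old, replicate 3, to 1.08 without replicate 1 of that label, and did not pass the filter in Nubian goats. chi-miR-17-5p was not a DEM in either breed, at 0.16 (standard error 0.31) and 0.80 (standard error 0.33). chi-miR-17-3p, which did not pass the filter in Nubian goats, was not a DEM in Longlin goats by edgeR with TMM (1.31, standard error 0.52, adjusted p = 0.051) and was one with each of the 3 other scalings. chi-miR-19b-3p was higher in the Longlin libraries labelled ten-month-old, with a log2 fold change of 1.60 (standard error 0.25, adjusted p = 3.3e-04 from edgeR's test), and not a DEM in Nubian goats by edgeR (1.06, standard error 0.40, adjusted p = 0.11). With DESeq2, the tool the paper names, and in the fit of all 12 libraries it was a DEM there, at 1.18 and 1.16. chi-miR-19a rose in Longlin goats from 1.87 ± 0.76 to 4.40 ± 0.66 CPM (SD, n = 3; adjusted p = 0.026 from edgeR's test), was not a DEM there without the library labelled one-month-old, replicate 2 (log2 fold change 0.96), and showed no change beyond its standard error in Nubian goats (0.12, standard error 0.40). With total counts as the scaling chi-miR-195-3p in Longlin goats changed sign, to 0.18.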

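The deposited predictions pair chi-miR-504 with IGFBP5, which lies on chromosome 2 of ARS1.2 from 31117838 to 31140752, and chi-miR-29b-5p with MYOG, on chromosome 16 from 191048 to 193257. Both are protein-coding genes, and the table lists 5 miRNAs for IGFBP5 and 7 for MYOG. In Longlin goats chi-miR-504 fell from 27.7 ± 5.9 to 11.7 ± 0.17 CPM (SD, n = 3) in the libraries labelled ten-month-old, a log2 fold change of -1.24 (standard error 0.26, adjusted p = 0.0017 from edgeR's quasi-likelihood test), and in Nubian goats its log2 fold change was -1.86 (standard error 0.44, adjusted p = 0.040 from edgeR's test). The Longlin value was -0.46 with total counts, -0.99 with at least 10 counts in every library, -0.93 in the fit of all 12 libraries and -0.97 without the library labelled ten-month-old, replicate 3, and in each of these the miRNA was not a DEM. The Nubian call was lost with total counts, with DESeq2's size factors in edgeR, with no filter, with the replicate block and in 5 of the 6 fits that left out a library, all but the one without the library labelled one-month-old, replicate 2, at log2 fold changes from -2.10 to -1.54. chi-miR-29b-5p did not pass edgeR's filter on low counts in Longlin goats. With DESeq2, which was run without that filter, its log2 fold change there was -2.40 (standard error 0.75) and it was a DEM, as it was with edgeR and no filter (-2.24) and in the fit of all 12 libraries (-2.11). In Nubian goats it had 38, 10 and 18 counts in the libraries labelled one-month-old and 5, 2 and 5 in those labelled ten-month-old, a log2 fold change of -2.43 (standard error 0.65, adjusted p = 0.057 from edgeR's test). It was a DEM with DESeq2 and in the fit of all 12 libraries.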

Meanwhile, the genes targeting the DEMs were predicted, which revealed that *IGFBP5* targets *chi-miR-504*, and *chi-miR-29b-5p* is targeted by *MYOG*. *IGFBP-5* can regulate muscle cell differentiation [26], and *MYOG* is a muscle-specific transcription factor [27]. GO and KEGG enrichment analysis suggested that the genes targeting by DEMs were closely correlated to “positive regulation of muscle cell differentiation” and “muscle structure development”, respectively. Significantly, five miRNA–mRNA pairs (*chi-let-7b-3p-MIRLET7A*, *chi-miR193b-3p-MMP14*, *chi-miR-355-5p-DGAT2*, *novel_128-LOC102178119*, and *novel_140-SOD3*) involved in the goat skeletal muscle hypertrophy were identified by miRNA–mRNA negative correlation network analysis. 

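Of these pairs, the deposited predictions list chi-let-7b-3p with MIRLET7A, chi-miR-193b-3p with MMP14, novel_128 with LOC102178119 and novel_140 with SOD3. In ARS1.2 MIRLET7A is a miRNA precursor on chromosome 5 from 115353166 to 115353271, and MMP14 (chromosome 10, 79446180 to 79454624), LOC102178119 (chromosome 2, 28592731 to 28598711) and SOD3 (chromosome 6, 44812009 to 44818289) are protein-coding genes. DGAT2, on chromosome 15 from 27720879 to 27753736, is listed for 5 miRNAs, chi-miR-1296, chi-miR-197-5p, chi-miR-24-3p, chi-miR-331-5p and chi-miR-432-5p, and neither chi-miR-355-5p nor chi-miR-335-5p has a target in the table. The table lists 4 target genes for chi-let-7b-3p, 12 for chi-miR-193b-3p, 8 for novel_128 and 6 for novel_140. The mRNA libraries of the negative correlation are not analysed here.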

A previous report showed that *MMP14* is necessary to invade three-dimensional collagen by human muscle satellite cells [28]. *DGAT2* enzymatically catalyzes the final step of triacylglycerol (TG) synthesis and is closely related to carcass and meat quality [29,30]. Our findings collectively provide valuable information about candidate genes associated with skeletal muscle development and highlight their potential role in muscle phenotype variation between goat breeds. The data generated from this study will be informative for building the basis for further muscle development and molecular breeding studies. However, further studies are needed to decipher the biological functions of these DEGs and miRNAs.

## 5. Conclusions

In conclusion, our findings identify candidate genes and miRNAs associated with muscle development and indicate their potential roles in muscle fiber hypertrophy. These findings will bolster further studies on goat muscle development and molecular breeding.

## Figures and Tables

**Figure 1:**
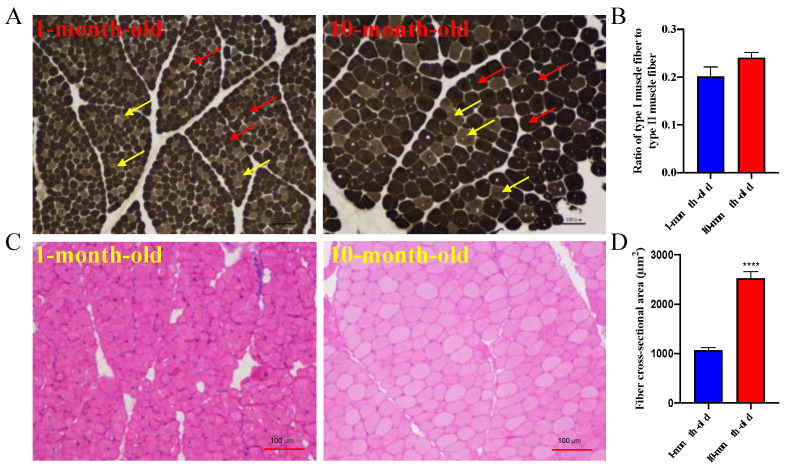
The characteristic of muscle fibers for *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. (**A**) ATPase staining of *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. Type I is light gray or colorless (yellow arrow), type II is dark gray or black (red arrow). (**B**) Statistics of fiber types for *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. (**C**) H&E staining of *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. (**D**) Statistics of fiber cross-sectional area for *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. H&E staining: hematoxylin-eosin staining; ATPase Staining: Adenosine Triphosphatase Staining.

**Figure 2:**
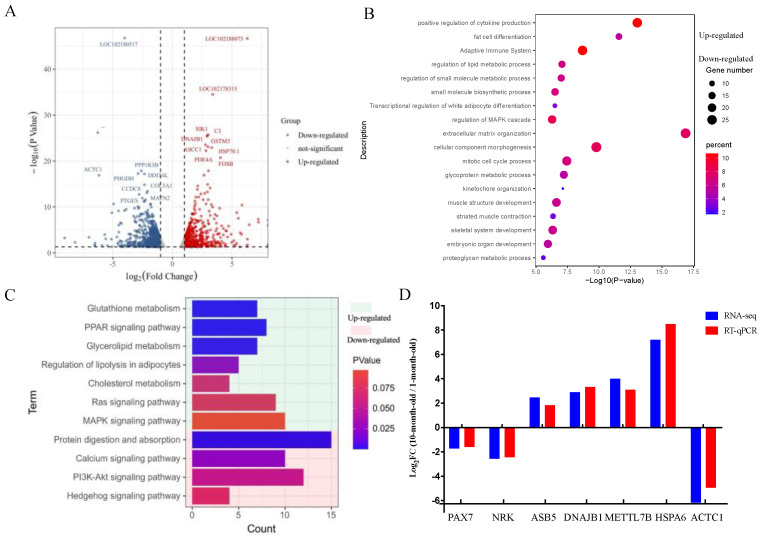
Differential expression analysis of mRNAs in *longissimus dorsi* between 1-month-old and 10-month-old Longlin goat. (**A**) Volcano plots of up-regulated and down-regulated DEGs of *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. The gray dots represent non-significantly DEGs, the 327 red dots represent significantly differentially up-regulated mRNAs, and the 419 blue dots represent significantly differentially down-regulated mRNAs. (**B**) GO analysis of DEGs of *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. Light green represents terms of up-regulated gene; Light red represents terms of down-regulated gene. (**C**) KEGG analysis of DEGs of *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. Light green represents terms of up-regulated genes; Light red represents terms of down-regulated genes. (**D**) RT-qPCR of DEGs compared with RNA-seq. Results of RT-qPCR analysis (Parallel analysis with RNA-seq results) of DEGs fold-change in *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. The relative expression of each mRNA was calculated using the 2^−ΔΔct^ method. The data are presented as mean ± SEM from three independent experiments.

**Figure 3:**
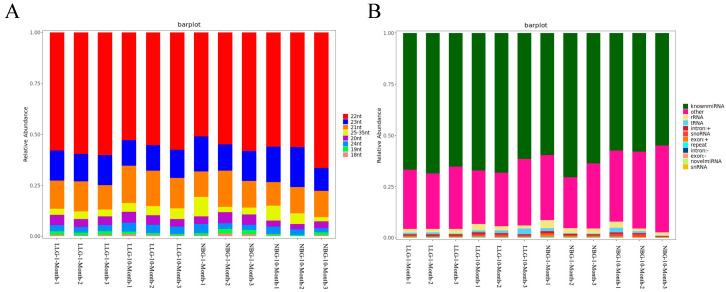
miRNA expression profiles in *longissimus dorsi* of goat. (**A**) Percentage distribution of all small RNA sequence lengths in *longissimus dorsi* of goat. (**B**) Characteristics of known and novel miRNAs in *longissimus dorsi* of goat. Small RNA classification was performed using the priority of “known miRNA > rRNA > tRNA > snRNA > snoRNA > repeat > gene > novel miRNA”.

**Figure 4:**
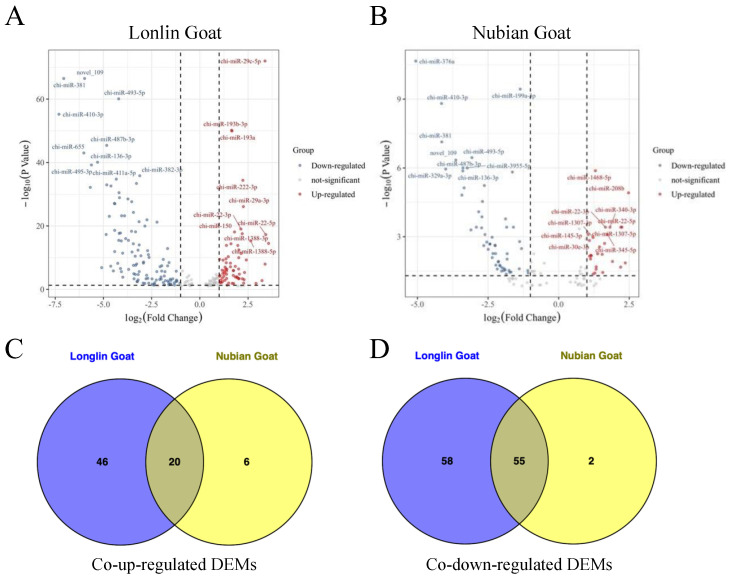
Identification of DEMs between 1-month-old and 10-month-old Longlin and Nubian goat. (**A**) Volcano plots of up-regulated and down-regulated DEMs of *longissimus dorsi* between 10-month-old and 1-month-old Longlin goat. The gray dots represent non-significantly DEMs, the 66 red dots represent significantly differentially up-regulated miRNAs, and the 113 blue dots represent significantly differentially down-regulated miRNAs. (**B**) Volcano plots of up-regulated and down-regulated DEMs of *longissimus dorsi* between 10-month-old and 1-month-old Nubian goat. The gray dots represent non-significantly DEMs, the 26 red dots represent significantly differentially up-regulated miRNAs, and the 57 blue dots represent significantly differentially down-regulated miRNAs. (**C**) Venn diagram showing the intersection of the co-up-regulated DEMs between Longlin and Nubian goat. (**D**) Venn diagram showing the intersection of the co-down-regulated DEMs between Longlin and Nubian goat.

**Figure 5:**
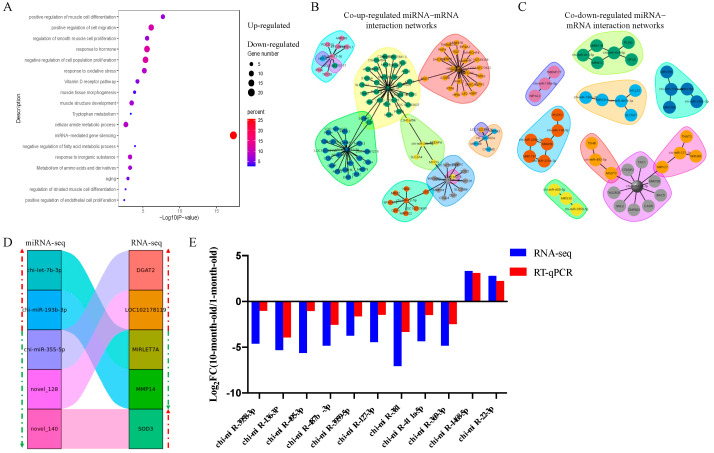
Function enrichment and joint analysis of DEMs and DEGs. (**A**) Function enrichment analysis of common DEM target genes in *longissimus dorsi* of goat. Light green represents terms of up-regulated miRNA target genes; Light red represents terms of down-regulated miRNA target genes. (**B**) The co-up-regulated miRNAs and target genes interaction networks in *longissimus dorsi* of goat. (**C**) The co-down-regulated miRNAs and target genes interaction networks in *longissimus dorsi* of goat. (**D**) miRNA–mRNA negative correlation network in *longissimus dorsi* of goat. The green arrow represents the down-regulated genes and miRNAs, and the red arrow represents up-regulated genes and miRNAs. (**E**) RT-qPCR of DEMs compared with RNA-seq. Results of RT-qPCR analysis (Parallel analysis with RNA-seq results) of DEMs fold-change in *longissimus dorsi* between Longlin. The relative expression of each miRNA was calculated using the 2^−ΔΔct^ method. The data are presented as mean ± SEM from three independent experiments.

## Data Availability

The data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus (GEO) Database under Accession Number GSE217092 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217092). In addition, the datasets used and analyzed during the current study are available from the corresponding author on academic request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes14020315/s1, Figure S1: Heat map of replicate samples between 10-month-old and 1-month-old Longlin goat.; Figure S2: Heat map of replicate samples between 1-month-old and 10-month-old Longlin and Nubian goat.; Table S1: Statistical analysis of the mRNAs Libraries; Table S2: Statistical analysis of the mRNAs Libraries. Table S3: Statistical analysis of the small RNAs Libraries; Table S4: Statistical analysis of the Small RNAs Libraries. Table S5: Primers used for RT-qPCR in this study. Table S6: List of co-DE miRNAs between 1-month-old and 10-month-old Longlin and Nubian goat.

# Supplementary material for: Comparative and Functional Analysis of miRNAs and mRNAs Involved in Muscle Fiber Hypertrophy of Juvenile and Adult Goats
**Source:** Genes (Basel). 2023 Jan 25;14(2):315. doi: 10.3390/genes14020315
**Supplement:** Supplementary file 1

# **Comparative and functional analysis of miRNAs and mRNAs involved in muscle fiber hypertrophy of juvenile and adult goats**

Sanbao Zhang <sup>1</sup>, Qiongwen Zhang <sup>1</sup>, Lili Yang <sup>1</sup>, Xiaotong Gao <sup>1</sup>, Ting Chen <sup>1</sup>, Tianbao Li <sup>1</sup>, Wenyue Sun <sup>1</sup>, Yufan Liu <sup>1</sup>, Zihua Zheng <sup>2</sup>, Yan Pan <sup>3</sup>, Yingming Wei <sup>2</sup>, Yanna Huang <sup>1</sup>, Mingsheng Jiang <sup>1,\*</sup> and Qinyang Jiang <sup>1,\*</sup>

*Supplementary Material*

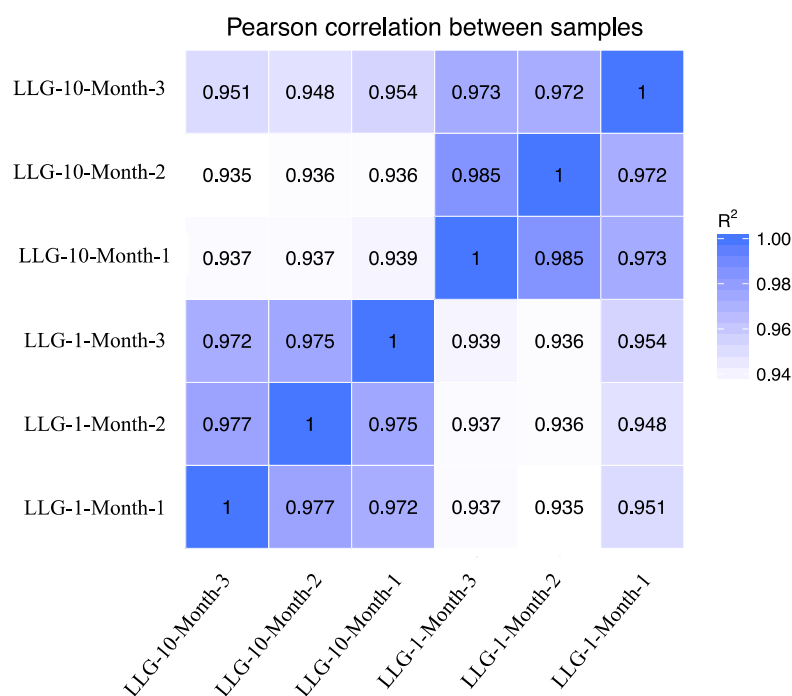

**Figure S1** Heat map of replicate samples between 10-month-old and 1-month-old Longlin goat. The color spectrum, ranging from white to blue, represents Pearson correlation coefficients ranging from 1 to 0.75, indicating high to low correlations.

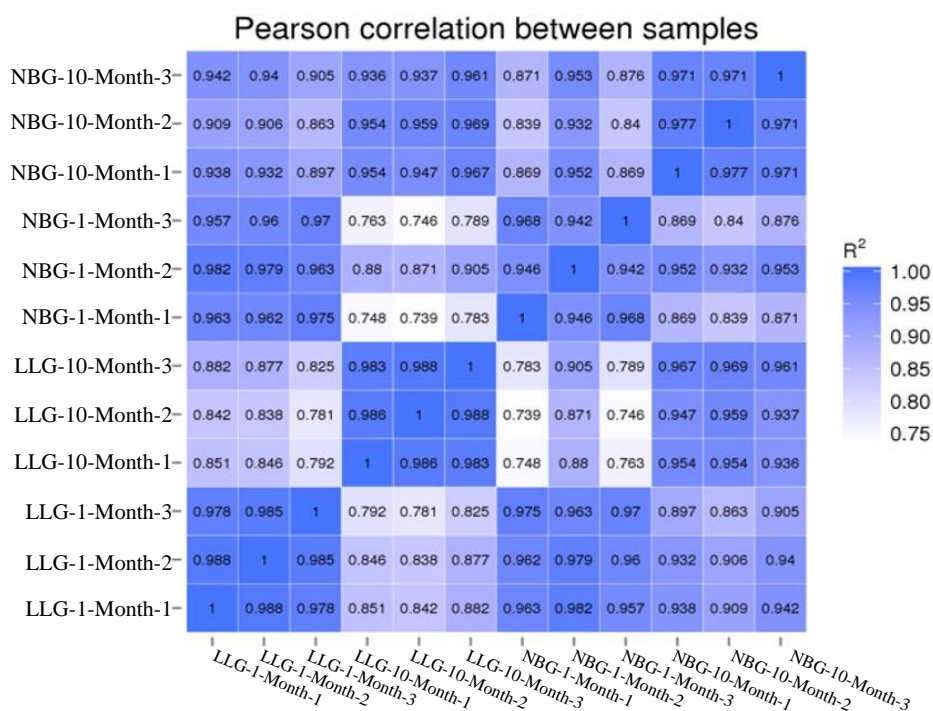

**Figure S2** Heat map of replicate samples between 1-month-old and 10-month-old Longlin and Nubian goat. The color spectrum, ranging from white to blue, represents Pearson correlation coefficients ranging from 1 to 0.75, indicating high to low correlations.

**Table S1** Statistical analysis of the mRNAs Libraries.

| Sample name    | Raw reads | Clean reads | UMI reads | Raw bases | Clean bases | Error rate (%) | Q20 (%) | Q30 (%) | GC content (%) | UMI2Clean (%) | Dedup2Map pedUMI (%) | Dedup ratio (%) |
|----------------|-----------|-------------|-----------|-----------|-------------|----------------|---------|---------|----------------|---------------|----------------------|-----------------|
| LLG-1-Month-1  | 41644544  | 40853022    | 39755516  | 6.25G     | 6.13G       | 0.03           | 97.47   | 92.58   | 52.55          | 97.31         | 79.63                | 20.37           |
| LLG-1-Month-2  | 43894716  | 43040954    | 41898550  | 6.58G     | 6.46G       | 0.03           | 97.74   | 93.15   | 52.35          | 97.35         | 76.86                | 23.14           |
| LLG-1-Month-3  | 43220282  | 42498144    | 41338468  | 6.48G     | 6.37G       | 0.03           | 97.66   | 93.02   | 52.59          | 97.27         | 77.77                | 22.23           |
| LLG-10-Month-1 | 40942442  | 39965722    | 38884046  | 6.14G     | 5.99G       | 0.03           | 97.68   | 93.02   | 53.25          | 97.29         | 78.3                 | 21.7            |
| LLG-10-Month-2 | 39610564  | 38805376    | 37704982  | 5.94G     | 5.82G       | 0.03           | 97.66   | 93.09   | 53.27          | 97.16         | 78.1                 | 21.9            |
| LLG-10-Month-3 | 40588140  | 39784988    | 38888042  | 6.09G     | 5.97G       | 0.02           | 98.38   | 95.15   | 54.39          | 97.75         | 77.69                | 22.31           |

**Table S2** Statistical analysis of the mRNAs Libraries.

| Sample name     | LLG-1-Month-1     | LLG-1-Month-2     | LLG-1-Month-3     | LLG-10-Month-1    | LLG-10-Month-2    | LLG-10-Month-3    |
|-----------------|-------------------|-------------------|-------------------|-------------------|-------------------|-------------------|
| UMI reads       | 39755516          | 41898550          | 41338468          | 38884046          | 37704982          | 38888042          |
| UMI mapped      | 38542870 (96.95%) | 40881825 (97.57%) | 40110047 (97.03%) | 37893289 (97.45%) | 36729986 (97.41%) | 37936467 (97.55%) |
| Multiple mapped | 3040036 (7.65%)   | 2684102 (6.41%)   | 2825633 (6.84%)   | 2269628 (5.84%)   | 1864701 (4.95%)   | 2164564 (5.57%)   |
| Uniquely mapped | 35502834 (89.3%)  | 38197723 (91.17%) | 37284414 (90.19%) | 35623661 (91.62%) | 34865285 (92.47%) | 35771903 (91.99%) |

|                  |                   |                   |                   |                   |                   |                   |
|------------------|-------------------|-------------------|-------------------|-------------------|-------------------|-------------------|
| Read-1           | 17837165 (44.87%) | 19173785 (45.76%) | 18716291 (45.28%) | 17896765 (46.03%) | 17525013 (46.48%) | 17952073 (46.16%) |
| Read-2           | 17665669 (44.44%) | 19023938 (45.4%)  | 18568123 (44.92%) | 17726896 (45.59%) | 17340272 (45.99%) | 17819830 (45.82%) |
| Reads map to “+” | 17738845 (44.62%) | 19123370 (45.64%) | 18623934 (45.05%) | 17822399 (45.83%) | 17445347 (46.27%) | 17894876 (46.02%) |
| Reads map to “-“ | 17763989 (44.68%) | 19074353 (45.53%) | 18660480 (45.14%) | 17801262 (45.78%) | 17419938 (46.2%)  | 17877027 (45.97%) |
| Non-splice reads | 18208107 (45.8%)  | 19882579 (47.45%) | 18431003 (44.59%) | 17080245 (43.93%) | 16865484 (44.73%) | 16375230 (42.11%) |
| Splice reads     | 17294727 (43.5%)  | 18315144 (43.71%) | 18853411 (45.61%) | 18543416 (47.69%) | 17999801 (47.74%) | 19396673 (49.88%) |

**Table 3** Statistical analysis of the small RNAs Libraries.

| Sample         | Reads    | Bases  | Error rate | Q20    | Q30    | GC content | N% > 10%    | low quality   | 5 adapter contaminate | 3 adapter null or insert null | with ployA/T/G/C | clean reads       |
|----------------|----------|--------|------------|--------|--------|------------|-------------|---------------|-----------------------|-------------------------------|------------------|-------------------|
| NBG-1-Month-1  | 17651855 | 0.883G | 0.01%      | 99.50% | 98.67% | 46.98%     | 245 (0.00%) | 13334 (0.08%) | 2509 (0.01%)          | 598914 (3.39%)                | 20662 (0.12%)    | 17016191 (96.40%) |
| NBG-1-Month-2  | 16608446 | 0.830G | 0.01%      | 99.52% | 98.72% | 46.17%     | 252 (0.00%) | 10412 (0.06%) | 797 (0.00%)           | 256778 (1.55%)                | 8835 (0.05%)     | 16331372 (98.33%) |
| NBG-1-Month-3  | 18325032 | 0.916G | 0.00%      | 99.78% | 99.43% | 45.38%     | 18 (0.00%)  | 5631 (0.03%)  | 900 (0.00%)           | 274201 (1.50%)                | 9794 (0.05%)     | 18034488 (98.41%) |
| NBG-10-Month-1 | 23368197 | 1.168G | 0.01%      | 99.57% | 98.86% | 46.06%     | 335 (0.00%) | 13581 (0.06%) | 3068 (0.01%)          | 753850 (3.23%)                | 14485 (0.06%)    | 22582878 (96.64%) |
| NBG-10-Month-2 | 19218100 | 0.961G | 0.01%      | 99.54% | 98.80% | 45.42%     | 305 (0.00%) | 12620 (0.07%) | 3201 (0.02%)          | 855567 (4.45%)                | 11379 (0.06%)    | 18335028 (95.40%) |

|                |          |        |       |        |        |        |            |              |             |                |              |                   |
|----------------|----------|--------|-------|--------|--------|--------|------------|--------------|-------------|----------------|--------------|-------------------|
| NBG-10-Month-3 | 16093998 | 0.805G | 0.01% | 99.55% | 98.81% | 45.30% | 46 (0.00%) | 7194 (0.04%) | 849 (0.01%) | 199451 (1.24%) | 2304 (0.01%) | 15884154 (98.70%) |
| LLG-1-Month-1  | 14643268 | 0.732G | 0.01% | 99.65% | 99.08% | 45.62% | 2 (0.00%)  | 6481 (0.04%) | 512 (0.00%) | 69513 (0.47%)  | 5785 (0.04%) | 14560975 (99.44%) |
| LLG-1-Month-2  | 12862816 | 0.643G | 0.00% | 99.79% | 99.45% | 45.63% | 4 (0.00%)  | 2754 (0.02%) | 552 (0.00%) | 117996 (0.92%) | 8004 (0.06%) | 12733506 (98.99%) |
| LLG-1-Month-3  | 11793428 | 0.590G | 0.01% | 99.78% | 99.44% | 45.62% | 2 (0.00%)  | 2953 (0.03%) | 486 (0.00%) | 136407 (1.16%) | 7935 (0.07%) | 11645645 (98.75%) |
| LLG-10-Month-1 | 18309239 | 0.915G | 0.01% | 99.74% | 99.31% | 47.63% | 20 (0.00%) | 6790 (0.04%) | 888 (0.00%) | 175114 (0.96%) | 7499 (0.04%) | 18118928 (98.96%) |
| LLG-10-Month-2 | 17695881 | 0.885G | 0.01% | 99.56% | 98.85% | 46.96% | 43 (0.00%) | 7634 (0.04%) | 991 (0.01%) | 195527 (1.10%) | 6432 (0.04%) | 17485254 (98.81%) |
| LLG-10-Month-3 | 14629434 | 0.731G | 0.01% | 99.52% | 98.74% | 46.34% | 38 (0.00%) | 7238 (0.05%) | 754 (0.01%) | 184389 (1.26%) | 6273 (0.04%) | 14430742 (98.6%)  |

**Table S4** Statistical analysis of the Small RNAs Libraries.

| Types       | NBG-1-Month-1 | NBG-1-Month-2 | NBG-1-Month-3 | NBG-10-Month-1 | NBG-10-Month-2 | NBG-10-Month-3 | LLG-1-Month-1 | LLG-1-Month-2 | LLG-1-Month-3 | LLG-10-Month-1 | LLG-10-Month-2 | LLG-10-Month-3 |
|-------------|---------------|---------------|---------------|----------------|----------------|----------------|---------------|---------------|---------------|----------------|----------------|----------------|
| total       | 100.00%       | 100.00%       | 100.00%       | 100.00%        | 100.00%        | 100.00%        | 100.00%       | 100.00%       | 100.00%       | 100.00%        | 100.00%        | 100.00%        |
| known_miRNA | 59.55%        | 70.43%        | 63.75%        | 57.41%         | 57.97%         | 54.89%         | 66.62%        | 68.62%        | 65.19%        | 67.09%         | 68.13%         | 61.54%         |
| rRNA        | 3.96%         | 2.36%         | 2.45%         | 3.03%          | 1.32%          | 1.50%          | 1.80%         | 1.76%         | 2.20%         | 3.25%          | 2.01%          | 1.50%          |

|             |        |        |        |        |        |        |        |        |        |        |        |        |
|-------------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|
| tRNA        | 1.60%  | 0.50%  | 0.43%  | 2.20%  | 0.90%  | 0.37%  | 0.67%  | 0.88%  | 0.42%  | 0.94%  | 1.33%  | 2.68%  |
| snRNA       | 0.06%  | 0.02%  | 0.03%  | 0.02%  | 0.01%  | 0.01%  | 0.01%  | 0.01%  | 0.02%  | 0.01%  | 0.01%  | 0.01%  |
| snoRNA      | 0.69%  | 0.23%  | 0.31%  | 0.98%  | 1.37%  | 0.22%  | 0.34%  | 0.35%  | 0.33%  | 0.66%  | 0.81%  | 0.58%  |
| repeat      | 0.25%  | 0.20%  | 0.18%  | 0.20%  | 0.11%  | 0.09%  | 0.19%  | 0.16%  | 0.18%  | 0.22%  | 0.16%  | 0.13%  |
| novel_miRNA | 0.02%  | 0.01%  | 0.01%  | 0.02%  | 0.01%  | 0.01%  | 0.01%  | 0.01%  | 0.01%  | 0.07%  | 0.06%  | 0.03%  |
| exon: +     | 1.14%  | 0.73%  | 0.57%  | 0.62%  | 0.27%  | 0.15%  | 0.56%  | 0.48%  | 0.46%  | 0.66%  | 0.39%  | 0.32%  |
| exon: -     | 0.04%  | 0.02%  | 0.02%  | 0.03%  | 0.02%  | 0.01%  | 0.02%  | 0.02%  | 0.02%  | 0.04%  | 0.03%  | 0.03%  |
| intron: +   | 0.96%  | 0.64%  | 0.61%  | 0.78%  | 0.53%  | 0.42%  | 0.70%  | 0.68%  | 0.76%  | 0.95%  | 0.81%  | 0.67%  |
| intron: -   | 0.04%  | 0.04%  | 0.02%  | 0.03%  | 0.02%  | 0.01%  | 0.03%  | 0.03%  | 0.03%  | 0.05%  | 0.04%  | 0.04%  |
| other       | 31.71% | 24.82% | 31.62% | 34.68% | 37.47% | 42.31% | 29.05% | 26.99% | 30.36% | 26.07% | 26.23% | 32.47% |

---

**Table S5** Primers used for RT-qPCR in this study.

| Genes       | Forward: 5'-3'          | Reverse: 5'-3'        | Length (bp) |
|-------------|-------------------------|-----------------------|-------------|
| ACTC1       | AGGCCAACCGTGAGAAGATG    | GTGGTACGGCCAGAAGCATA  | 109         |
| DNAJB1      | ACCAAAATCACCTTCCCCAA    | ATATTGTGTGGCTTGTCCCTT | 92          |
| ASB5        | TTCCTTCCCCTACGCACGAG    | TGGTCAACATCTACACCCCAG | 85          |
| HSPA6       | AACGTGCTCATTTTCGACCT    | TGTTCTGCTCAAATCCTTCCC | 190         |
| NRK         | TGTCCTTCTACGGTGCAT      | CTGCACATAACTCCATCACCA | 81          |
| METTL7B     | GCTGGTGTTTCTCCTGACCC    | CTCCATCACTCGGTTGCTCT  | 127         |
| PAX7        | CTGCCTAATCACATCCGCCACA  | GATGGACCCAGTCTCCTGGTA | 138         |
| GAPDH       | CCCGTTCGACAGATAGCCGTA   | AATCCGTTCACTCCGACCT   | 83          |
| U6-F        | CGCTTCGGCAGCACATATAC    | TTCACGAATTTGCGTGTTCAT | 20          |
| miR-3958-3p | AGAUAAUUGCACGGUUGAUCUCU |                       | 22          |
| miR-136-3P  | AUCAUCGUCUCAAUGAGUCU    |                       | 21          |
| miR-495-3p  | AAACAAACAUGGUGCACUUCUU  |                       | 22          |
| miR-487b-3p | AAUCGUACAGGGUCAUCCACUU  |                       | 22          |
| miR-3959-5p | GGUUGAUCAGAGAACAUAUAU   |                       | 22          |
| miR-493-3p  | UGAAGGUCUACUGUGGCCAGG   |                       | 22          |
| miR-127-3p  | UCGGAUCCGUCUGAGCUUGG    |                       | 20          |
| miR-381     | UAUACAAGGGCAAGCUCUCUGU  |                       | 22          |
| miR-411a-5p | AUAGUAGACCGUAUAGCGUAC   |                       | 21          |
| miR-369-3p  | AAUAAUACAUGGUUGAUCUUU   |                       | 21          |

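The table names the miRNAs that were DEMs of the same direction in both breeds, with their direction in the authors' comparison. It lists 68 miRNAs, 13 up and 55 down. At an adjusted p under 0.05 and an absolute log2 fold change over 1, the authors' deposited comparison tables hold 55 miRNAs that are down in both breeds and 20 that are up in both, so that 7 of those that are up are not in the list. Of the 19 miRNAs that edgeR called higher in the libraries labelled ten-month-old of both breeds, 19 are listed as down, and of the 13 called lower, 7 are listed as up.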

**Table S6** List of co-DE miRNAs between 1-month-old and 10-month-old Longlin and Nubian goat.

| Items | miRNA           | up/down |
|-------|-----------------|---------|
| 1     | novel_43        | down    |
| 2     | novel_181       | down    |
| 3     | novel_140       | down    |
| 4     | novel_128       | down    |
| 5     | novel_109       | down    |
| 6     | chi-miR-656     | down    |
| 7     | chi-miR-655     | down    |
| 8     | chi-miR-542-5p  | down    |
| 9     | chi-miR-542-3p  | down    |
| 10    | chi-miR-495-3p  | down    |
| 11    | chi-miR-494     | down    |
| 12    | chi-miR-493-5p  | down    |
| 13    | chi-miR-490     | down    |
| 14    | chi-miR-487b-3p | down    |
| 15    | chi-miR-450-5p  | down    |
| 16    | chi-miR-433     | down    |
| 17    | chi-miR-424-5p  | down    |
| 18    | chi-miR-412-5p  | down    |
| 19    | chi-miR-411b-5p | down    |
| 20    | chi-miR-411a-5p | down    |

|    |                 |      |
|----|-----------------|------|
| 21 | chi-miR-410-3p  | down |
| 22 | chi-miR-409-5p  | down |
| 23 | chi-miR-3959-5p | down |
| 24 | chi-miR-3958-3p | down |
| 25 | chi-miR-3955-5p | down |
| 26 | chi-miR-3955-3p | down |
| 27 | chi-miR-382-5p  | down |
| 28 | chi-miR-381     | down |
| 29 | chi-miR-380-5p  | down |
| 30 | chi-miR-380-3p  | down |
| 31 | chi-miR-377     | down |
| 32 | chi-miR-376e-3p | down |
| 33 | chi-miR-376c-3p | down |
| 34 | chi-miR-376b-5p | down |
| 35 | chi-miR-376b-3p | down |
| 36 | chi-miR-376a    | down |
| 37 | chi-miR-369-5p  | down |
| 38 | chi-miR-369-3p  | down |
| 39 | chi-miR-335-5p  | down |
| 40 | chi-miR-329b-3p | down |
| 41 | chi-miR-329a-3p | down |

|    |                 |      |
|----|-----------------|------|
| 42 | chi-miR-323a-3p | down |
| 43 | chi-miR-19b-3p  | down |
| 44 | chi-miR-199b-5p | down |
| 45 | chi-miR-199a-5p | down |
| 46 | chi-miR-181c-5p | down |
| 47 | chi-miR-154a-3p | down |
| 48 | chi-miR-144-5p  | down |
| 49 | chi-miR-136-5p  | down |
| 50 | chi-miR-136-3p  | down |
| 51 | chi-miR-130a-3p | down |
| 52 | chi-miR-129-3p  | down |
| 53 | chi-miR-127-5p  | down |
| 54 | chi-miR-127-3p  | down |
| 55 | chi-miR-1185-3p | down |
| 56 | chi-miR-504     | up   |
| 57 | chi-miR-502a    | up   |
| 58 | chi-miR-33b-3p  | up   |
| 59 | chi-miR-29b-5p  | up   |
| 60 | chi-miR-2411-5p | up   |
| 61 | chi-miR-22-5p   | up   |
| 62 | chi-miR-22-3p   | up   |

|    |                 |    |
|----|-----------------|----|
| 63 | chi-miR-193b-3p | up |
| 64 | chi-miR-1468-5p | up |
| 65 | chi-miR-1388-5p | up |
| 66 | chi-miR-1388-3p | up |
| 67 | chi-miR-1307-5p | up |
| 68 | chi-let-7b-3p   | up |

---

How the deposited data were processed for this re-analysis (not part of the article)

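Small RNA libraries of the longissimus dorsi from 3 Longlin and 3 Nubian goats at each of 2 ages were analysed, 12 libraries in all. The authors removed adapters, low-quality reads and reads of other lengths, mapped the clean reads to the goat assembly ARS1.2, removed rRNA, tRNA, snRNA and snoRNA with Rfam, assigned reads to the goat miRNAs of miRBase and predicted further miRNAs with MIREAP. The deposited table of counts holds raw reads per miRNA and library, and TPM per library made from the same counts without a length term. The deposited comparison tables hold, as signal values, the mean over the libraries of an age of the counts that the authors divided by DESeq2 size factors, and the authors' log2 fold changes, p-values and adjusted p-values for each breed. A table of GO terms for each breed holds numbers of genes and the authors' p-values, and the genes behind its lists are not named in it. A table of predicted targets holds pairs of a transcript and a miRNA from the intersection of miRanda, PITA and RNAhybrid. The mRNA libraries, the staining and the RT-qPCR were not analysed here.

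Samples were grouped by breed and age as the names in the table of counts give them. The count totals per library ranged from 7002417 to 11350546, with a median of 9184753. Shares of a single library carry a 95% Wilson interval, and 3 counts were taken as the detection limit. A fold change against a group with 3 counts or fewer in every library is given as a lower bound computed at that limit.

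The ages were compared within each breed by edgeR 4.0.16 in R 4.3.3, with TMM scaling, a quasi-likelihood fit and test, and the miRNAs with at least 10 counts in at least 3 libraries. A DEM had an absolute log2 fold change over 1 and a Benjamini-Hochberg adjusted p under 0.05. The standard error given with edgeR's log2 fold changes is the absolute fold change divided by the square root of the test's F statistic. It is not reliable near 0 counts, and for chi-miR-3955-3p in the interaction it came to 2351.4. Over all 12 libraries, age was tested with breed as an additive term, and the interaction of breed and age was tested without a limit on the fold change. The overlap of the breeds was tested by a one-sided Fisher's exact test over the miRNAs tested in both, which takes miRNAs as independent. Lists of miRNAs were tested by camera of limma 3.58.1 with the correlation estimated from the data, and they were the DLK1-DIO3 cluster, the X-linked miR-424/450/542 cluster, myomiRs, and erythroid, leukocyte, fibroblast, endothelial and smooth muscle miRNAs. The DLK1-DIO3 list was chosen after reading Table S6 and is not independent of the study. The correlation between libraries is the squared Pearson correlation of log2(TPM + 1). GO terms were recomputed by a hypergeometric test from the numbers in the authors' table. Positions come from the RefSeq annotation of ARS1.2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the tables and plots.

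The miRNAs named are those that the paper names in its text, Figure 4A,B, Figure 5D,E or Table S5, the 5 largest increases and 5 largest decreases among the separated DEMs of each breed, the 5 smallest p-values of the interaction and the 5 highest mean CPM. Others were chosen after their values were seen. The tests named above, the lists, the naming rule and the alternatives were set before the data were examined. Further tests under the other observations were set or chosen later, as stated there. The alternatives were DESeq2 1.42.0 with adjusted and with unadjusted p, edgeR with unadjusted p, no limit on the fold change, DESeq2's size factors in edgeR, total counts, total counts without the 10 most abundant miRNAs, no filter, at least 10 counts in every library, all 12 libraries in one fit, the replicate number as a block, and each library left out in turn. For the lists, a preset correlation of 0.01 and fry were used, and for the correlations a pseudocount of 0.1, no logarithm and a filter.

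The pipeline was tested on simulated data made from the counts with 200 miRNAs changed by a log2 fold change of 3. edgeR called 200 of the 200 changed miRNAs that it tested in the Longlin libraries (100%) with 3 false calls, and 192 of 197 in the Nubian libraries (97.5%) with 3 false calls. The simulated counts were drawn independently for each miRNA and library, and every change had that same size. The simulation therefore does not show how smaller changes, correlated miRNAs or an outlying library are called.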

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

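No alternative in this part was added after the results were seen. The numbers of DEMs in Longlin goats stayed within 1.5 times 98 higher and 61 lower under the alternatives, except with at least 10 counts in every library (47 higher, where fewer miRNAs were tested) and with total counts (25 lower, where the median of all miRNAs moved up). Across the 6 fits that each left out a Longlin library, 66 to 100 were higher and 50 to 64 lower.

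In Nubian goats, with 20 higher and 15 lower, the numbers moved under most alternatives, and the cause was not tested apart from the library named below. They were 57 and 23 with DESeq2, 68 and 35 with DESeq2 and the unadjusted p, 50 and 34 with edgeR and the unadjusted p, 34 and 4 with total counts, 35 and 9 with the replicate block, and 62 and 24 in the fit of all 12 libraries. The lower DEMs also moved to 9 with DESeq2's size factors in edgeR, 8 with total counts without the 10 most abundant miRNAs and 7 with no filter. Across the 6 fits that each left out a Nubian library, 0 to 64 were higher and 0 to 33 lower. The highest numbers, 64 and 33, came without the library labelled one-month-old, replicate 2. A number of 0 stands beside 30 to 42 higher and 22 to 32 lower at an unadjusted p under 0.05.

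The DEMs shared by both breeds, 19 higher and 13 lower, moved to 54 higher with DESeq2, 65 and 26 with DESeq2 and the unadjusted p, 48 and 27 with edgeR and the unadjusted p, 34 and 4 with total counts, 34 higher with the replicate block and 59 higher in the fit of all 12 libraries. The shared lower DEMs also moved to 8 with DESeq2's size factors in edgeR, 7 with total counts without the 10 most abundant miRNAs and 7 with no filter. The cause was not tested. Across the 12 fits that each left out a library, 0 to 62 were shared higher and 0 to 27 lower, with 62 and 27 without the Nubian library labelled one-month-old, replicate 2. The age effect over both breeds stayed within 1.5 times 96 higher and 41 lower, except for 42 higher with at least 10 counts in every library, where fewer miRNAs were tested. Across the 12 fits that each left out a library it was 86 to 99 higher and 36 to 56 lower. The interaction of breed and age had 0 miRNAs (37 at an unadjusted p under 0.05), 2 with DESeq2, 1 with DESeq2's size factors in edgeR, 1 with total counts without the 10 most abundant miRNAs, 1 with no filter and 0 to 2 with a library left out. The cause was not tested.

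The replicate numbers were tested as pairs. The correlation of the miRNA residuals between libraries with the same number was -0.0091, 0.13 and 0.20 in Longlin goats and 0.023, 0.28 and 0.095 in Nubian goats, so that the libraries were taken to share only a number.

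For the DLK1-DIO3 cluster the adjusted p was 0.153 in Longlin and 0.377 in Nubian goats from camera in limma with the estimated correlation, 2.46e-35 and 8.57e-26 from camera with the preset correlation, and 0.00141 and 0.0322 from fry in limma. The preset value takes the members as nearly independent, while their estimated correlation was 0.441 and 0.735. With a library left out, the adjusted p from camera lay from 0.0947 to 0.336 in Longlin and from 0.0540 to 0.566 in Nubian goats. The direction of the erythroid list changed with a library left out, with an adjusted p from camera of 0.802 to 0.971 in Longlin and 0.674 to 0.959 in Nubian goats.

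With a pseudocount of 0.1 the mean squared correlation was 0.930 and 0.951 within the Nubian groups labelled one-month-old and ten-month-old, 0.961 and 0.970 within the Longlin groups, and 0.942 and 0.937 between the breeds. Without a logarithm these were 0.977, 0.995, 0.994, 0.966, 0.983 and 0.937, and 0.930 and 0.983 between the ages in Longlin and Nubian goats. Over the miRNAs with at least 10 counts in every library the mean was 0.927 within the Nubian group labelled one-month-old, 0.976 within the Longlin group labelled one-month-old, 0.735 and 0.814 between the ages in Longlin and Nubian goats, and 0.955 and 0.938 between the breeds. The cause was not tested. The predicted miRNAs detected fell from 90 to 30 with at least 10 counts in 3 libraries and to 23 with a count in every library. The target genes fell from 131 and 88, for the 13 and 55 miRNAs of Table S6, to 55 and 37 with the 13 and 19 shared DEMs of edgeR. Of the latter, 7 and 19 are in Table S6, and 8 and 10 have targets in the table of predictions, against 13 and 34 of Table S6.

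Some log2 fold changes of miRNAs that were not DEMs changed sign. In Longlin goats total counts moved the median over all miRNAs tested from -0.01 to 0.79, and chi-miR-1307-3p from -0.74 to 0.10, chi-miR-143-3p from -0.30 to 0.52, chi-miR-195-3p from -0.65 to 0.18 and chi-miR-206 from -0.63 to 0.19. chi-miR-143-3p was 0.024 in the fit of all 12 libraries. In Nubian goats chi-miR-1 was 0.074 with DESeq2 at either threshold, 0.069 with its size factors in edgeR, 0.12 with total counts, 0.012 with the replicate block and 0.074 in the fit of all 12 libraries. chi-miR-10b-5p was 0.076 with DESeq2 at either threshold, 0.069 with its size factors in edgeR, 0.10 with total counts and 0.067 in the fit of all 12 libraries. For these miRNAs the cause was not tested. With a library left out, the log2 fold change in Longlin goats ranged from -0.014 to 0.56 for chi-miR-107-3p, -0.48 to 0.084 for chi-miR-143-3p, -0.065 to 0.54 for chi-miR-145-5p, -0.040 to 0.48 for chi-miR-17-5p and -0.070 to 1.08 for chi-miR-195-5p. In Nubian goats it ranged from -0.33 to 0.27 for chi-miR-1, -0.19 to 0.17 for chi-miR-10b-5p, -0.033 to 0.68 for chi-miR-145-5p, -0.029 to 0.38 for chi-miR-19a and -0.34 to 0.0040 for chi-miR-206. Of the values of single miRNAs and lists with a library left out, 577 kept their direction and side of the threshold, 138 were weaker, 13 stronger and 19 reversed. Under the other alternatives 1178 kept them, 52 were weaker, 75 stronger and 16 reversed. A fit in which a miRNA did not pass the filter on low counts gives no value for it and is not in these numbers, as for chi-miR-376a, novel_128 and novel_140 without a Nubian library labelled ten-month-old.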

Differences from the paper's values

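The paper's numbers are in the direction of the authors' comparison tables, and the values here are given in that direction. In Nubian goats edgeR gave 15 up-regulated DEMs against the paper's 26, 20 down-regulated against the paper's 57, and 35 in all against the paper's 83. The DEMs shared by both breeds were 13 co-up-regulated against the paper's 20 and 19 co-down-regulated against the paper's 55. Of the alternatives set before the data were examined, DESeq2 with the adjusted p gave 23, 57, 80, 19 and 54 for these numbers, DESeq2 with the unadjusted p 35, 68, 103, 26 and 65, edgeR with the unadjusted p 34, 50, 84, 27 and 48, and the fit of all 12 libraries 24, 62, 86, 17 and 59, all within 1.5 times the paper's. The same holds without the Nubian library labelled one-month-old, replicate 2, with 33, 64, 97, 27 and 62. With at least 10 counts in every library, the 18 up-regulated and 15 co-up-regulated DEMs were also within that range, and so were the 14 co-up-regulated DEMs without the Longlin library labelled one-month-old, replicate 3. The other alternatives did not close these gaps.

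For chi-miR-1468-5p in Longlin goats the log2 fold change was 1.55 in the authors' direction against the paper's value of about 3.3 in Fig. 5E, read by eye, and for chi-miR-22-3p it was 2.22 against about 2.8 in Fig. 5E, read by eye. The authors' comparison table gives 1.47 and 2.13 for these miRNAs, the authors' values. None of the alternatives set before the data were examined closed these gaps. Figure 5E shows RT-qPCR in parallel with RNA-seq fold changes, so a value read from it may be of another measure or scale.

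The paper's directions of change are opposite to those by the labels of the table of counts. By these labels chi-miR-381 had a log2 fold change of 7.22 in Longlin goats, while the paper gives it as down-regulated at the later age. The paper names chi-miR-381, chi-miR-487b-3p, chi-miR-495-3p, chi-miR-136-3p and chi-miR-369-3p as the highest DEMs. By the size of the log2 fold change they were in places 3, 14, 8, 10 and 13 in Longlin goats. The paper pairs chi-miR-355-5p with DGAT2, and the table of predictions lists 5 other miRNAs for DGAT2. The paper's text names LOC102178139 in one place and LOC102178119 in another, and the table lists the latter for novel_128.

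The paper calls chi-let-7b-3p, chi-miR-335-5p, chi-miR-127-3p, chi-miR-3958-3p, chi-miR-411a-5p, chi-miR-1388-3p, chi-miR-382-5p, chi-miR-19b-3p and chi-miR-29b-5p in both breeds, and edgeR did not call them in Nubian goats. All were called there with DESeq2 at either threshold, in the fit of all 12 libraries and at the unadjusted p, and all but chi-miR-19b-3p and chi-miR-29b-5p without the Nubian library labelled one-month-old, replicate 2. With at least 10 counts in every library, chi-let-7b-3p, chi-miR-335-5p, chi-miR-3958-3p, chi-miR-411a-5p and chi-miR-1388-3p were called, and with DESeq2's size factors in edgeR chi-miR-335-5p and chi-miR-3958-3p. With total counts, chi-miR-127-3p, chi-miR-3958-3p and chi-miR-411a-5p were called, with the replicate block these and chi-miR-382-5p, and with total counts without the 10 most abundant miRNAs or with no filter, chi-miR-3958-3p. In Longlin goats chi-miR-29b-5p did not pass edgeR's filter on low counts, and it was called there with DESeq2 at either threshold, with no filter and in the fit of all 12 libraries. The authors' comparison table calls chi-miR-17-3p in Longlin goats and edgeR did not. It was called with the unadjusted p in edgeR and in DESeq2, with DESeq2's size factors in edgeR, with total counts, with total counts without the 10 most abundant miRNAs, with no filter and in the fit of all 12 libraries.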

Other observations

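The tests of the lists by camera and fry, the tests of age and of the interaction in edgeR and the hypergeometric test of GO terms were planned. Of the other tests in this part, that of the slope and that of members without a lettered relative were set before their results were seen, and the rest were chosen after.

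The authors' log2 fold changes had the opposite sign to those by the labels of the table of counts for 305 of 314 miRNAs in Longlin goats and 284 of 295 in Nubian goats, with a Pearson r across miRNAs of -0.996 and -0.989. For 1000 of the 1000 means compared, 500 in each breed, the authors' mean named for an age equals the normalized mean of the 3 libraries with the other label, while 9 and 20 match as named. This is consistent with the age names being exchanged between the table of counts and the comparison tables. Which of them has the right names stays open. The paper reports that RT-qPCR gave the pattern of its sequencing, which goes with the naming of the comparison tables. Those values were not analysed here, and the paper does not state how the RT-qPCR samples were named. That single columns carry another library's name was tested in 3 ways, and the deciding value was set last, after the first 2 results were seen. First, each column's total of known miRNAs was compared with the clean reads times the known miRNA share of Table S4, and 1 of 12 columns was nearest to its own library. This test was void, since all totals lay at 86.3% to 93.3% of that product. Second, of the 18 exchanges of a pair of names across age within a breed, 1 gave as small a spread of the log2 ratio (SD 0.0339 against 0.0345), that of Longlin one-month-old replicate 2 with ten-month-old replicate 3. Last, the same 1000 means are those of all 3 libraries of one label, which argues against single exchanged columns between the table of counts and the authors' comparison. An exchange made before both tables would not be seen by it. With all ages exchanged, the totals lay at 67.4% to 125% of the product (SD 0.346), so that the table of counts and Tables S3 and S4 share their naming. No biological explanation was tested.

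The Nubian library labelled one-month-old, replicate 2, lies toward the libraries of the other label, and its share of counts in the DLK1-DIO3 cluster was 0.680% (95% Wilson interval 0.675% to 0.685%) against 0.104% and 0.0798% in the other libraries of its label. Its total of 10521301 counts is within the range of the other Nubian libraries, which argues against low depth. Reads carried over from the libraries labelled ten-month-old would add the same fraction to every miRNA. Over 32 miRNAs of the cluster the fraction ran from 0.0389 for chi-miR-381 to 1.92, with a median of 0.272, with 3 under 0.1 and 10 over 0.5, which argues against it. A difference between the animals, such as in their development, stays open and was not tested.

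The smaller number of DEMs in Nubian goats may come in part from this library. The biological coefficient of variation was 0.270 in Longlin and 0.483 in Nubian goats, and 0.364 without the library, against 0.451 to 0.518 without any other Nubian library. The slope of the Nubian on the Longlin log2 fold changes was 0.661 and rose to 0.921 without it, against 0.574 to 0.696 without any other library. A difference in the age effect between the breeds stays open, and its direct test is that of the interaction.

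Of the 10 splits of the 6 Longlin libraries, 1 gave as many DEMs, the real one, and the others gave 0. Of the 10 splits of the Nubian libraries, 1 gave as many, the real one, and the others gave 0. The share cannot fall under 0.1 with 3 libraries against 3. For age over both breeds, 1 of 100 splits gave as many, the real one, and the next gave 56 against 137. For the interaction, 12 of 100 splits gave as many miRNAs at an unadjusted p under 0.05 as the real 37, and the largest had 84. These splits exchanged breed names within an age, so that a difference between the breeds at both ages can enter their interaction, and they do not decide on the 37.

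The miRNAs of the DLK1-DIO3 cluster were higher in the libraries labelled ten-month-old, with a median log2 fold change of 3.76 over 55 miRNAs in Longlin goats and 2.77 over 46 in Nubian goats. With the 5 and 2 members at the detection limit set to their bound, the medians were 3.62 and 2.76. All 55 were separated in Longlin goats and 35 in Nubian goats, where chance gives 10%. Adjusted over the list alone, 55 and 29 were DEMs, against 55 and 12 over all miRNAs, and since the list was chosen from Table S6 this is not independent evidence. The cluster took 0.295% ± 0.132 and 14.0% ± 3.97 of the counts in the Longlin libraries labelled one-month-old and ten-month-old, and 0.288% ± 0.340 and 3.36% ± 0.944 in the Nubian ones (SD, n = 3). The smallest median over 4 scalings and both breeds was 2.77, which argues against scaling as the cause. Members without a lettered relative, whose reads are less easily shared, had medians of 3.85 (40 miRNAs) and 2.74 (34 miRNAs), which argues against shared reads. A larger share of fibroblasts cannot be told apart from other causes. The fibroblast list of 5 miRNAs had a median of 0.82 in Longlin goats and 1.28 in Nubian goats, all 5 had at least 10 counts in every library, 0 are in another list and 2 are in Table S6. chi-miR-199a-3p had 337 ± 76.7 and 1027 ± 108 TPM in Longlin goats and 257 ± 86.5 and 669 ± 203 in Nubian goats (SD, n = 3). Age, as either naming gives it, stays open.

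For the other lists, camera in limma with the estimated correlation gave no adjusted p under 0.05. The medians in Longlin and Nubian goats were 2.67 and 1.91 for the X-linked cluster (adjusted p = 0.497 and 0.524 from camera), -0.92 and -0.25 for myomiRs (0.569 and 0.377), 0.43 and -0.35 for the erythroid list (0.977 and 0.889) and -1.89 and -0.44 for the leukocyte list (0.353 and 0.639). They were -0.41 and -0.55 for the endothelial list (0.754 and 0.717) and -0.09 and -0.56 for the smooth muscle list (0.754 and 0.639), and the fibroblast list had 0.754 and 0.377. With the preset correlation, the X-linked cluster in both breeds and the fibroblast list in Nubian goats were under 0.05. With fry, the X-linked cluster, myomiRs and the fibroblast list were under 0.05 in both breeds and the leukocyte list in Longlin goats. Adjusted over the list alone, 6 and 4 of the X-linked cluster were DEMs, against 6 and 1 over all miRNAs. Of the miRNAs the paper names, 26 higher and 18 lower were DEMs in Longlin goats, adjusted over the list alone, against 25 and 18, and 22 and 19 in Nubian goats against 16 and 14. The paper chose these on the same libraries, so the first numbers are not independent evidence. In the remaining lists the numbers of DEMs did not change.

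Of the 107 miRNAs separated in both breeds, 0 went in opposite directions. chi-miR-188-5p, chi-miR-200c, chi-miR-296-3p, novel_106 and novel_452, named after their values were seen, were the Longlin DEMs with the opposite sign in Nubian goats.

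In the table of predictions 511 pairs join a miRNA with a miRNA precursor, and in 55 of them the precursor is the miRNA's own. In 10000 shuffles of these pairs the mean was 2.40 and the largest number 9 (p = 0.0001 by permutation, the smallest the shuffles can give). This argues against pairs drawn without regard to the names. A miRNA matches the strand opposite to it in its own hairpin, a candidate explanation that was not tested.

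The authors' GO tables use lists of 8311 genes in Longlin and 6413 in Nubian goats against 20533. Of 4302 and 4026 terms, 77 and 52 had an adjusted p under 0.05 in the authors' tables and 31 and 59 when recomputed by the hypergeometric test. Muscle structure development had 5 and 4 of its 6 genes in the lists (recomputed adjusted p = 0.609 and 0.765 by the exact hypergeometric test). In the paper, a term of this name was enriched by Metascape among the predicted targets of co-up-regulated DEMs. That is another gene list and tool, so the values here do not test it.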
